# Derivation of hypermethylated pluripotent embryonic stem cells with high potency

**DOI:** 10.1038/cr.2017.134

**Published:** 2017-10-27

**Authors:** Siqin Bao, Walfred WC Tang, Baojiang Wu, Shinseog Kim, Jingyun Li, Lin Li, Toshihiro Kobayashi, Caroline Lee, Yanglin Chen, Mengyi Wei, Shudong Li, Sabine Dietmann, Fuchou Tang, Xihe Li, M Azim Surani

**Keywords:** ESCs, pluripotency, blastocysts, chimeras, yolk sac, placenta, hypermethylated epigenome

## Abstract

Naive hypomethylated embryonic pluripotent stem cells (ESCs) are developmentally closest to the preimplantation epiblast of blastocysts, with the potential to contribute to all embryonic tissues and the germline, excepting the extra-embryonic tissues in chimeric embryos. By contrast, epiblast stem cells (EpiSCs) resembling postimplantation epiblast are relatively more methylated and show a limited potential for chimerism. Here, for the first time, we reveal advanced pluripotent stem cells (ASCs), which are developmentally beyond the pluripotent cells in the inner cell mass but with higher potency than EpiSCs. Accordingly, a single ASC contributes very efficiently to the fetus, germline, yolk sac and the placental labyrinth in chimeras. Since they are developmentally more advanced, ASCs do not contribute to the trophoblast. ASCs were derived from blastocysts in two steps in a chemically defined medium supplemented with Activin A and basic fibroblast growth factor, followed by culturing in ABCL medium containing ActA, BMP4, CHIR99021 and leukemia inhibitory factor. Notably, ASCs exhibit a distinct transcriptome with the expression of both naive pluripotency genes, as well as mesodermal somatic genes; *Eomes, Eras, Tdgf1, Evx1, hand1, Wnt5a* and distinct repetitive elements. Conversion of established ESCs to ASCs is also achievable. Importantly, ASCs exhibit a stable hypermethylated epigenome and mostly intact imprints as compared to the hypomethylated inner cell mass of blastocysts and naive ESCs. Properties of ASCs suggest that they represent cells at an intermediate cellular state between the naive and primed states of pluripotency.

## Introduction

Development of zygotes to blastocysts is accompanied by a sequential change from totipotency to pluripotency, with differentiation of the outer trophectoderm cells and the pluripotent cells in the inner cell mass (ICM). The ICM gives rise to all the somatic tissues, as well as germ cells. Pluripotent embryonic stem cells (ESCs) isolated from the ICM are *in vitro* counterparts^1,2,3^, which when introduced into the blastocysts can differentiate into all fetal tissues and germ cells, albeit making an insignificant contribution to the extraembryonic tissues^4^.

Following blastocyst implantation, epiblast cells in postimplantation embryos retain some characteristics of pluripotency while becoming progressively more hypermethylated before the initiation of somatic cell fates^5,6^. Epiblast stem cells (EpiSCs) from postimplantation epiblast cells are hypermethylated but retain some features of pluripotency^7,8^, where female EpiSCs have an inactive X chromosome^9^. A variety of self-renewing pluripotent stem cells have been reported^10,11,12,13,14^, with variable potencies, epigenetic states and transcriptional regulators. These cells have been generated *in vitro* using empirical combinations of cytokines, fetal calf serum and hormones, including mouse embryonic fibroblasts (MEF) as feeders.

Here, ASCs showed unique properties with the expression of naive pluripotency and some mesodermal somatic genes in chemically defined medium without serum. Importantly, these cells were also hypermethylated relative to naive ESCs. Altogether, ASCs represent an early postimplantation epiblast-like state of development. However, when injected into host blastocysts, single ASC contributed to embryonic tissues, germline, yolk sac and placental labyrinth that originate from the postimplantation epiblast, but did not contribute to the trophoblast. ASCs exhibit unique features and provide a new model for investigations on the epigenetic and transcriptional states that regulate cell potency.

## Results

### Derivation and characterization of AFSCs

First, we attempted to derive stem cells from blastocysts in a chemically defined medium with N2B27 in the presence of ActA and basic fibroblast growth factor (bFGF) (but excluding KSR and feeder cells). Most of the E3.5 blastocysts attached within 5-6 days, forming ICM outgrowth, of which ∼20% resulted in stable lines from diverse genetic backgrounds; we designated these as ActA/bFGF stem cells (AFSCs) (Figure 1A and 1B). The rate of AFSC derivation was similar to that reported previously for naive ESCs in 2i/LIF^15^.

Immunofluorescence (IF) and RT-qPCR analysis of AFSCs revealed expression of OCT4, SOX2, NANOG, E-cadherin; we also detected H3K27me3 which is a distinctive mark of an inactive X chromosome (Figure 1C; Supplementary information, Figure S1A). AFSCs share similarities with EpiSCs^7,8^, where expression of some genes of the ICM and ESCs were significantly reduced, including *Prdm14, Tbx3, Tcl1, Klf2, Esrrb, Klf4* and *Rex1*. By contrast, we observed higher expression of early germ layer genes *Eomes, Lefty1* and *brachyury* (*T*) (Figure 1C), together with the strong expression of *Sox17* and *Blimp1*. AFSCs also uniquely displayed expression of *Gata6 and Gata4,* which are a part of the primitive endoderm transcriptome (Figure 1C). Overall, AFSCs were clearly at a stage beyond the pluripotent state of epiblast cells in blastocysts but as teratomas, they were still able to differentiate into cells of all the three germ layers (Supplementary information, Figure S1B).

Next, following the injection of 15-20 AFSCs with *Rosa26-LacZ* reporter into E3.5 blastocysts, we detected their contribution (∼11%-14%) in chimeric embryos at E6.5-E8.5 (Supplementary information, Figure S1C, S1D and Table S1A), which is unlike EpiSCs^7,8^. More strikingly, their high contribution was found in the posterior primitive streak and the extra-embryonic mesoderm surrounding the epiblast in E6.5-E7.5 chimeric embryos (Supplementary information, Figure S1C and S1D). The latter develops into the yolk sac and contributes in part to the placenta. Thus, AFSCs are distinct and, unlike pluripotent EpiSCs.

### Derivation and characterization of ASCs

Next, we explored the impact of Wnt and BMP4 signaling on AFSCs, which can substitute for serum in ESC cultures^16,17^, and induce differentiation of EpiSCs^18,19^. Using CHIR99021 (CH) for simulating canonical Wnt signaling^20^, we started with two established AFSCs cell lines with GOF-GFP or Stella-GFP reporters. AFSCs were dissociated and cultured in N2B27 medium with ActA, BMP4, CH and LIF (henceforth called ABCL medium) (Figure 1D). After 10 days, we detected GOF-GFP-positive clones, which were able to self-renew for more than 30 passages. We designated these cells as advanced pluripotent stem cells (ASCs) and compared them with EpiSCs (Supplementary information, Table S1B).

To determine the key features of ASCs relative to ESCs, we examined expression by IF for cMYC, KLF4, E-cadherin, ESRRB and PRDM14. Excluding the higher expression of cMYC in ASCs than in ESCs, expression of other genes was equivalent to that in ESCs (Figure 2A). Notably, high expression of cMYC in ESCs promotes rapid transition through the G1 phase of the cell cycle, suppresses differentiation and controls pluripotency^21^.

Next, we assessed the differentiation potential of ASCs with GOF-GFP reporter in chimeric embryos by injecting 15 cells into individual blastocysts. We found that ASC contributed to the embryo proper and germline of E12.5 embryo, as well as to the full-term pups (Figure 2B and 2C; Supplementary information, Table S1C and S1D). Importantly, ASCs contributed to the placenta in chimeric conceptuses (Supplementary information, Figure S2A), which was also the case with the other ASC line harboring Stella-GFP reporter (Supplementary information, Figure S2B). Furthermore, using ASCs with GOF-GFP and a constitutive tdTomato reporter, we detected these cells in the placental labyrinth (Figure 2D; Supplementary information, Figure S2C), yolk sac (Figure 2E and 2F), embryo proper and the germline at E10.5-E13.5 (Supplementary information, Figure S2D, S2E and Table S1E). Notably, ASCs contributed to more than 50% of the extra-embryonic mesoderm of yolk sac, but there was no detectable contribution to the extra-embryonic endoderm of yolk sac (Figure 2E and 2F). This result indicates that ASCs are in a stable state between pluripotency and the onset of differentiation, with a potential to contribute to embryos, yolk sac and placental labyrinth.

For a further stringent test of the potency of ASCs, we introduced them into tetraploid host blastocysts, where the donor cells contribute predominantly if not exclusively to the embryo^22^. Using 15 donor ASCs, we obtained live pups with normal fertility at a higher rate than reported previously^23,24^ (Figure 2G and 2H; Supplementary information, Table S1F). The derivation efficiency of clonal lines from single ASC was equivalent to that of naive ESCs and much higher than that of EpiSCs or AFSCs (Figure 2I). Thus WNT and BMP4 signaling pathways increase the potency of AFSCs in the course of ASC derivation, and this potency exceeds that shown by EpiSCs *in vivo*.

Finally, we tested the potency of ASCs more stringently by introducing single ASCs into 8-cell stage embryos, which were cultured overnight and then transferred to recipient females. We found that 24%-36% of the embryos at E6.5-E7.5 and 31%-50% of the embryos at E8.5-E10.5 contained derivatives of ASCs with tdTomato reporter (Figure 2J; Supplementary information, Figure S2F and Table S2A). We also observed germline transmission and full-term chimeras from single ASCs (Supplementary information, Table S2B and S2C). Additional analysis of 18 conceptuses at E8.5-E10.5 resulting from single donor ASCs showed 14 chimeras (78%) with contributions to the embryo, yolk sac and the placenta (Figure 2J; Supplementary information, Figure S2F and Table S2A). In contrast, single naive donor ESCs cultured in 2i/LIF resulted in just 2/20 chimeras, with a contribution to the embryo, and no contribution to the extraembryonic tissues. When the number of donor cells was increased to 15, we obtained 18 chimeras, in which donor cell contributed predominantly to the fetus. However, in only one of these chimeras, ESC cells contributed to the fetus, yolk sac and the placenta (Supplementary information, Table S2D). Altogether, ASCs exhibit a unique pluripotent state, with high clonogenicity and potency, and a single ASC contributed to the embryo, placental labyrinth and the germline.

To test for the potential for the conversion of ESCs (2i/LIF) to ASCs, we cultured two ESC cell lines (SQ3.3 and E14). Both cell lines demonstrated normal growth and were passaged over 20 times in ABCL medium; and the resulting cells was designated as ESC-ASCs. We tested the *in vivo* developmental potential of ESC-ASCs in chimeras using single or multiple ESC-ASCs. We found that both single and multiple ESC-ASCs contributed to the embryo, yolk sac and placenta labyrinth (Supplementary information, Figure S2G; Supplementary information, Table S2E). Thus ESCs can be converted to ASCs by culturing in ABCL, exhibiting increased potency and characteristics resembling ASCs.

### Molecular features of ASCs

To investigate the molecular features of ASCs, we profiled their transcriptome by RNA sequencing (RNA-seq), and compared it with naive ESCs (cultured in 2i/LIF), EpiSCs and EpiLCs (epiblast-like cells) (Supplementary information, Table S3A). 

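The RNA-seq data comprised 18 samples, with 3 biological replicates in each of 6 groups. ASCs were grown in ABCL medium (N2B27 with activin A, BMP4, the Wnt pathway agonist CHIR and LIF), AFSCs in N2B27 with activin A and bFGF, and naive ESCs in 2i/LIF. EpiLCs, EpiSCs and ESC-ASCs, the last being ESCs converted by culture in ABCL, made up the other groups. PolyA RNA was converted to directional libraries and sequenced from both ends. The authors mapped the reads to GRCm38 with TopHat2, guided by Ensembl release 86, and counted fragments on exons per gene with featureCounts 1.5.0-p1. The deposited values are raw fragment counts for 35773 genes, without normalization and with each replicate in its own table. The authors' counting kept fragments with both ends mapped to the same chromosome, counted a fragment for every gene it overlapped by at least 10 bp, counted a fragment that mapped to several places at each of them, and did not use the strand of the directional libraries. Counts of near-identical genes therefore shared fragments, and so did counts of genes that overlap on opposite strands.

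Total counts per sample ranged from 4961934 to 8077252 (median 7785262) in ESCs, from 7165615 to 8148294 (median 7603526) in ASCs, from 8343111 to 9906473 (median 8793127) in EpiLCs, from 7046111 to 7490257 (median 7069224) in AFSCs and from 6976376 to 9742624 (median 9557642) in EpiSCs. ESC-ASC samples were deeper, at 17813619 to 18071600 (median 18062865), and the shallowest of them held 1.80 times the total of the deepest sample of the other groups. As no ESC-ASC sample had the depth of the others, their depth and any batch of sequencing coincided with the cell type. No pair of replicates held identical values, and every pair of replicates differed by more than sampling noise (chi-square per degree of freedom from 1.65 to 100). Separate libraries of the same culture could also differ by more than sampling noise, so these values cannot show that replicates are independent. All 18 samples were counted separately, as the labels number them. The sample labels give a single inbred strain for all samples, whereas the paper's methods describe blastocysts of a mixed background.

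Counts were normalized as in the paper, by DESeq2 size factors and then by exonic length in kb, and log2(normalized read counts) were taken with a pseudocount of 0.1, which the paper does not state. Differential expression was tested with edgeR's quasi-likelihood test in a single fit of all 18 samples, over the 16901 genes with at least 10 counts in at least 3 samples, with Benjamini-Hochberg adjustment within each comparison. Replicates are numbered 1 to 3 in every group in the labels. Samples with the same number deviated from their group means with a mean correlation across genes of 0.0539 (45 pairs of samples), against -0.0259 for samples with different numbers (90 pairs). Deviations cancel out over the replicates of a group, so the second mean is nearly fixed by the first. It is therefore not a separate baseline. The first mean hides differences between pairs. In a separate comparison, deviations of replicate 1 correlated at 0.430 to 0.517 among AFSCs, EpiLCs and ESCs, and at -0.0930 to 0.165 between these groups and ASCs. The main fit had no replicate block, and results of a fit with the replicate number as a block, the pairing being taken from the labels, are given beside it.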

Unsupervised hierarchical clustering (UHC) showed that ASCs and naive ESCs cluster together, whereas AFSCs are close to EpiSCs (Figure 3A; Supplementary information, Figure S3A). 

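For the clustering, 23494 genes were used, the top 90% by mean log2(normalized read counts) of the 26105 genes detected in the 18 samples. Replicates of each cell type formed their own branch of the 15 samples, and with Ward linkage on Euclidean distances 3 of 3 ASC samples joined the ESC branch before any other. In the same tree, 3 of 3 AFSC samples joined the EpiSC branch first. The mean distance between ASC and ESC samples was 323 ± 20.4 (SD over 9 pairs of samples), against 332 ± 15.9 between ASCs and EpiLCs and 419 ± 9.96 between ASCs and EpiSCs. Within groups the distance was 229 ± 12.1 among ASCs and 240 ± 26.5 among ESCs (SD over 3 pairs of samples), so the difference between the ASC to ESC and ASC to EpiLC distances was smaller than the SD of either. Taken per ASC sample, the ASC to ESC distance was 0.972 ± 0.00221 times the ASC to EpiLC distance (SD, n = 3). AFSC samples lay nearer to EpiSCs, at 299 ± 7.07, than to EpiLCs, at 339 ± 9.02 (SD over 9 pairs of samples), a ratio of 0.881 ± 0.00760 (SD, n = 3). Pearson's r of the ASC and ESC group means across genes was 0.919, a description of similarity in which genes are not independent replicates. The choice of linkage did not move ASC or AFSC samples, but EpiLCs shared the larger branch of ASCs and ESCs with Ward linkage and that of AFSCs and EpiSCs with average linkage. With 1 minus Pearson's correlation as the distance, the alternative that moved the ASC ratio most, it was 0.8444. From the shared branches, the paper concludes that ASCs and naive ESCs group together and that AFSCs are close to EpiSCs (Figure 3A).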

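t-SNE was repeated 20 times from random starts with a perplexity of 4 on the 15 samples of the 5 cell types. ESCs were the cell type nearest to ASCs in 20 of the 20 runs, and EpiSCs were nearest to AFSCs in 20. In 19 runs the mean distance from ESCs increased from ASCs to EpiLCs and then to AFSCs and EpiSCs. PCA of the same samples gave a first component with 30.4% of the variance, on which ESCs (-96.1 ± 12.7) and ASCs (-94.9 ± 12.3) were not separated beyond the spread of their replicates, and on which EpiLCs (26.4 ± 14.7), AFSCs (73.3 ± 14.3) and EpiSCs (91.3 ± 9.59) followed (mean ± SD, n = 3 each). The second component, with 15.4% of the variance, did separate ASCs (70.2 to 107) from ESCs (-115 to -69.5), with all samples of the other cell types between them. To give the order from ESCs to EpiSCs as a number, each sample was projected on a line. The line ran from the mean of ESCs, set to 0, to the mean of EpiSCs, set to 1. ASCs lay at 0.237 ± 0.00119, EpiLCs at 0.512 ± 0.00306 and AFSCs at 0.764 ± 0.0117 on this axis (SD, n = 3 each), and the converted ESC-ASCs lay at 0.308 ± 0.00503. All 3 ASC samples lay below all 3 EpiLC samples (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The position of ASCs was 0.22324 to 0.2732 when each of the 18 samples was left out in turn, and among the other alternatives the use of the top 50% of detected genes moved it most, to 0.2131. The ESC mean sets both the origin and the direction of the line. Noise in that mean therefore tends to raise the position of groups near ESCs, by an amount not estimated here. By this order along the map of samples, the paper traces a trajectory from naive to primed states (Figure 3B).

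**Figure D1:**
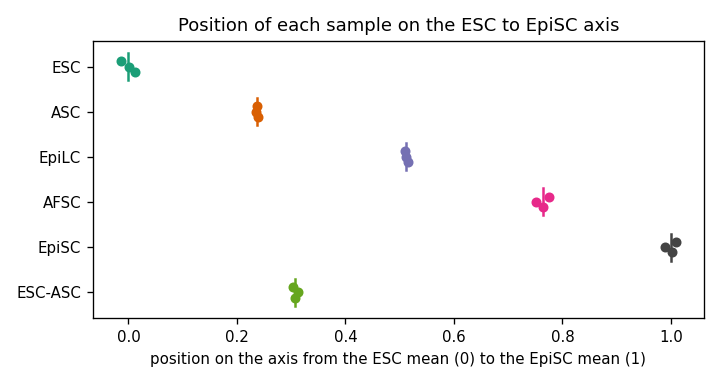
Position of each of the 18 samples on the axis from the ESC mean (0) to the EpiSC mean (1), computed on log2(normalized counts per kb + 0.1); points are replicates and vertical lines are group means (n = 3). ASCs sit at 0.237 and ESC-ASCs at 0.308, between ESCs and EpiLCs at 0.512.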

Moreover, the t-distributed stochastic neighbor embedding (t-SNE) analysis indicated a trajectory representing naive to primed cell states from ESCs and ASCs toward EpiLCs, and to more advanced AFSCs and EpiSCs (Figure 3B).

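Over the 10 comparisons between pairs of the 5 cell types, 3571 genes passed the thresholds of Figure 3C in at least 1 comparison, that is an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a log2 fold change beyond 3 and a mean log2(normalized read counts) above 3 in at least 1 cell type. With the replicate number as a block, a pairing taken from the labels, the count was 3565. Deviations from the group means had a mean correlation of 0.0539 between samples with the same number and -0.0259 between samples with different numbers. Leaving out each of the 15 samples in turn gave 3507 to 3602 genes. DESeq2's Wald test, the paper's tool, gave 3603 genes, and 3436 with shrunken fold changes. The filter on low counts moved the number most: when a gene was required to have at least 10 counts in every sample, which leaves out genes that are silent in any group, 686 genes remained.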

We examined the similarities and differences among the five cell types by analyzing a total of 2 588 differentially expressed genes. 

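UHC of the 3571 genes on scaled log2(normalized read counts), with Ward linkage and a cut into 5 clusters, gave 1204, 768, 1227, 227 and 145 genes. Scaled values below are the mean over a cluster's genes and the 3 replicates, in SD of each gene over the 15 samples. The cluster of 1204 genes was lowest in ESCs (-1.22) and highest in AFSCs (0.655) and EpiSCs (0.770), and held *Otx2*, *Zic2*, *T*, *Eomes* and *Foxa2*. The cluster of 768 genes was high in ESCs (1.11) and ASCs (0.722) and low in EpiLCs (-0.735), AFSCs (-0.421) and EpiSCs (-0.675), and held *Esrrb*, *Klf4*, *Nanog*, *Prdm14*, *Tbx3* and *Tfcp2l1*. The largest cluster, of 1227 genes, was highest in ASCs (0.934), with smaller positive values in ESCs (0.475) and EpiLCs (0.401), and held *Zscan4b*, *Zscan4d*, *Zscan4e* and *Pramef25*. Of the remaining clusters, that of 227 genes was lowest in ESCs (-1.16) and EpiSCs (-0.672), and that of 145 genes was lowest in AFSCs (-1.29). When the clustering used the mean of each cell type in place of single samples, the cluster highest in ASCs had 798 genes.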

These genes were segregated into five distinct classes by UHC (Figure 3C; Supplementary information, Table S3B and S3C). 

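*Oct4* is *Pou5f1* in the files (GRCm38, chromosome 17, 35506018 to 35510772, plus strand). Its mean normalized read count per kb was 5218 ± 183 in ESCs, 5544 ± 1800 in ASCs, 6239 ± 807 in EpiLCs, 7411 ± 818 in AFSCs and 8089 ± 371 in EpiSCs (mean ± SD, n = 3 here and below). *Sox2* (chromosome 3, 34650405 to 34652461, plus strand) was detected in every sample and ranged from 2329 ± 316 in ESCs to 76.1 ± 9.12 in EpiSCs, a log2 fold change of 4.95 (standard error 0.216, adjusted p = 3.68e-13) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Nanog* (chromosome 6, 122707489 to 122714633, plus strand) was also detected throughout, highest in ESCs at 4109 ± 743 and lowest in EpiLCs at 220 ± 37.9, with a log2 fold change of 4.22 (standard error 0.180, adjusted p = 5.74e-13) between these in the same test.

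*Esrrb* (chromosome 12, 86361117 to 86521628, plus strand) had 735 ± 120 normalized counts per kb in ESCs and 730 ± 92.0 in ASCs, against 11.5 ± 3.28 in EpiLCs, 2.03 ± 1.18 in AFSCs and 0.944 ± 0.360 in EpiSCs. *Tfcp2l1* (chromosome 1, 118627945 to 118685168, plus strand) had 710 ± 190 in ESCs and 450 ± 73.3 in ASCs and at most 5.06 ± 1.46, in AFSCs, elsewhere. For *Klf4* (chromosome 4, 55527143 to 55532466, minus strand) the values were 786 ± 108 and 987 ± 74.4, and at most 13.1 ± 1.57, in AFSCs. *Tbx3* (chromosome 5, 119670669 to 119684724, plus strand) had 269 ± 2.90 and 385 ± 24.8, and at most 1.59 ± 0.586, in EpiLCs. *Prdm14* (chromosome 1, 13113457 to 13127163, minus strand) had 164 ± 17.6 and 127 ± 14.1, and at most 0.484 ± 0.521, in EpiLCs. Between ASCs and EpiLCs the log2 fold changes of these 5 genes were 5.94 for *Esrrb*, 6.78 for *Tfcp2l1*, 7.78 for *Klf4*, 7.83 for *Tbx3* and 7.77 for *Prdm14*, with adjusted p from 1.04e-15 to 4.07e-12 by edgeR. Low counts of *Esrrb* in EpiLCs (43 to 101 per sample) and of *Klf4* in AFSCs (26 to 43) were above 0 in every replicate, whereas *Prdm14* had 0 counts in all AFSC samples and was not detectable there at this depth. *Prdm14* moved most, with 7.34 to 8.91 when a replicate was left out, and shrinkage of fold changes in DESeq2 gave it 7.35. From these levels, the paper concludes that all 5 cell types expressed the core factors and that naive pluripotency genes were detected in ASCs and ESCs only.

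**Figure D2:**
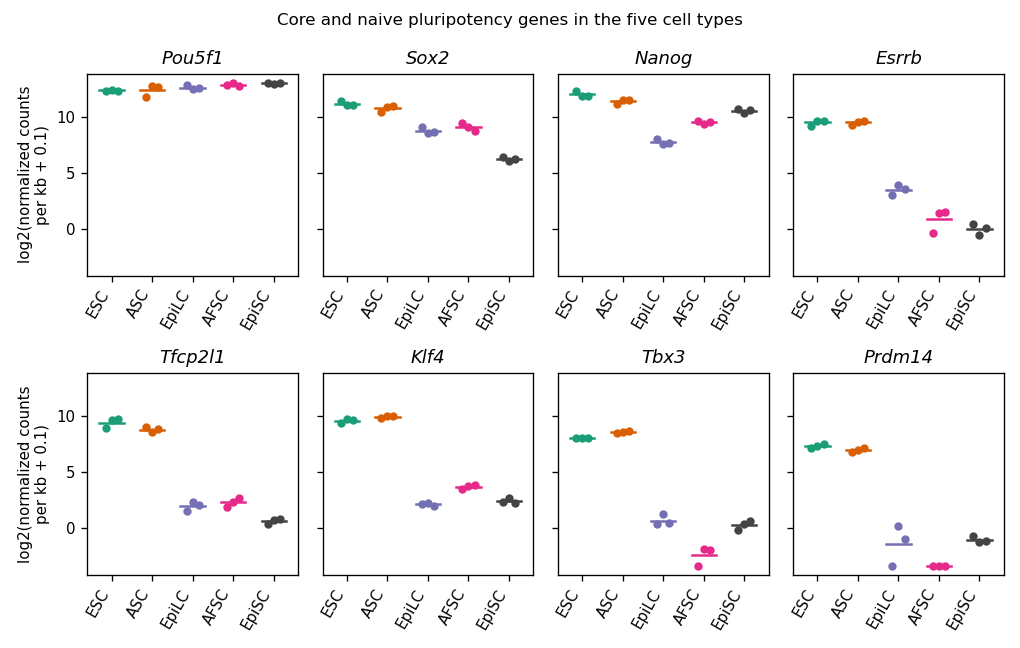
log2(normalized counts per kb + 0.1) of *Pou5f1*, *Sox2*, *Nanog* and 5 naive pluripotency genes in ESCs, ASCs, EpiLCs, AFSCs and EpiSCs; points are replicates and horizontal lines are their means (n = 3). The 3 core genes are detected in every sample, and *Esrrb*, *Tfcp2l1*, *Klf4*, *Tbx3* and *Prdm14* are higher in all ESC and ASC samples than in all samples of the other cell types.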

All the five pluripotent cell types expressed core pluripotency factors *Oct4, Sox2* and *Nanog* (Figure 3D), but the expression of naive pluripotency genes (e.g., *Esrrb*, *Tfcp2l1*, *Klf4*, *Tbx3* and *Prdm14*) was detected exclusively in ASCs and ESCs (cluster 2, Figure 3C and 3D), which was confirmed by IF analysis (Figure 2A). 

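*Otx2* (chromosome 14, 48657679 to 48667644, minus strand, GRCm38) had 77.9 ± 11.7 normalized counts per kb in AFSCs and 365 ± 26.4 in EpiSCs, against 25.7 ± 1.64 in ESCs and 30.4 ± 4.22 in ASCs (mean ± SD, n = 3 here and below). Its log2 fold change against ESCs was 1.61 (standard error 0.145, adjusted p = 1.27e-08) in AFSCs and 3.82 (standard error 0.147, adjusted p = 7.75e-14) in EpiSCs, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Zic2* (chromosome 14, 122475435 to 122479852, plus strand) had 435 ± 61.1 in AFSCs, 856 ± 29.6 in EpiSCs, 61.4 ± 1.08 in ESCs and 168 ± 23.4 in ASCs. EpiLCs had 205 ± 10.3 of *Otx2* and 566 ± 23.8 of *Zic2*, above the AFSC values in every replicate. *T* (chromosome 17, 8434423 to 8442496, plus strand) had 85.7 ± 38.6 in AFSCs and 417 ± 14.3 in EpiSCs, with 20.8 ± 1.86 in ESCs, 26.9 ± 1.20 in ASCs and the lowest value, 5.68 ± 0.761, in EpiLCs. *Eomes* (chromosome 9, 118478212 to 118486132, plus strand) rose from 2.37 ± 0.417 in ESCs to 159 ± 33.8 in AFSCs and 472 ± 27.6 in EpiSCs, log2 fold changes of 6.01 and 7.57 (adjusted p = 1.16e-13 and 6.84e-15, edgeR). For *Foxa2* (chromosome 2, 148042877 to 148046969, minus strand) the values were 0.798 ± 0.724 in ESCs, 90.5 ± 8.48 in AFSCs and 153 ± 8.57 in EpiSCs, with log2 fold changes of 6.54 and 7.28 (adjusted p = 1.12e-12 and 1.46e-13, edgeR). Relative to its mean, *T* in AFSCs varied most between replicates, and leaving out a replicate moved its log2 fold change between 1.60 and 2.21. The fold change of *Foxa2* moved most, with 6.17 to 7.10 in AFSCs when a replicate was left out, and shrunken fold changes from DESeq2 gave 6.21 in AFSCs. The paper takes the higher levels of these genes as enrichment for developmental genes in AFSCs and EpiSCs.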

On the other hand, AFSCs and EpiSCs showed enrichment for developmental genes, including *Otx2*, *Zic2*, *T*, *Eomes* and *Foxa2* (cluster 4, Figure 3D).

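Of the 3571 genes that differed among the 5 cell types, 498 were higher in ASCs than in each of ESCs, EpiLCs, AFSCs and EpiSCs (adjusted p below 0.05 and log2 fold change above 1 in all 4 comparisons, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This count was 494 in the fit with the replicate block, for which the labels supply the pairing (mean correlation of deviations 0.0539 within and -0.0259 across replicate numbers), and 435 to 510 with each of the 15 samples left out in turn. Requiring at least 10 counts in every sample moved it most, to 57, as this filter leaves out genes that are silent in any group. The annotation lists 413 of the 498 genes as protein coding and places 99 on the X chromosome. Relative to autosomal genes, X-linked genes had a median log2 fold change of 0.980 to 1.06 in ASCs against the other 4 cell types. This lies near the threshold of 1 used here. Genes that meet this definition can also be expressed in other cell types. Of 14 genes whose symbol names the PRAME family, 8 had enough counts to be tested and 3 met this definition (*Pramef25*, *Pramel1* and *Pramel3*).

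*Pramef25* (chromosome 4, 143948580 to 143951016, minus strand, GRCm38) had 52.6 ± 2.75 normalized counts per kb in ASCs and 0.390 ± 0.675 in ESCs (mean ± SD, n = 3), a log2 fold change of 7.28 (standard error 0.527, adjusted p = 3.88e-08). Figure 3D shows further genes of this cluster. *Gm12800* had 89.8 ± 20.1 in ASCs against 0.256 ± 0.443 in ESCs, *Gm13119* had 51.8 ± 7.33 against 3.87 ± 1.55, *Gm16429* had 202 ± 33.4 against 1.17 ± 0.597, *Gm7682* had 38.9 ± 9.25 against 3.15 ± 4.83 and *BC061212* had 65.1 ± 16.4 against 1.52 ± 1.81, with all 3 ASC samples above all 3 ESC samples for each gene and adjusted p from 2.17e-09 to 7.88e-05 (edgeR). *Tdpoz4* had too few counts to be tested, with 7 to 10 counts in ASC samples and 0 in ESC samples (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The largest margins over all other cell types were those of *Gm43391*, *B020004J07Rik*, *D13Ertd608e*, *Gm13871* and *Gm11758*, whose smallest log2 fold changes were 7.39, 7.27, 6.11, 5.34 and 5.30. Many of these genes belong to families of near-identical copies: *Gm16429*, *BC061212* and *Gm13871* share 100% of the 50-mers of their longest transcript with other genes, *Gm11758* 99.9%, *D13Ertd608e* 92.4%, *Gm7682* 84.9% and *Pramef25* 63.5%. Fragments that map to several copies were counted for each, so values of single members of such families are uncertain. Genes with at least 50% of their 50-mers in another gene made up 25.4% of the ASC-exclusive genes (125 of 492).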

Notably, we found that 421 genes were exclusively expressed in ASCs (cluster 3, Figure 3C), including genes that encode preferentially expressed antigen of melanoma (PRAME) family and translation initiation factor 1A (see below). Principal component analysis (PCA) of transposable element expression also showed a similar trajectory from naive to primed cell states as seen by analyzing the overall gene expression profiles (Supplementary information, Figure S3B). Notably, both ESCs and ASCs showed high expression of *RLTR45*, *RMER16* and *LTRIS2* (Supplementary information, Figure S3C), which might distinguish them from EpiSCs.

Next, we tested if ASCs correspond to cells at a particular embryonic developmental stage by comparing the ASC transcriptome with that of E2.5-E5.5 embryos^25^ (Supplementary information, Table S3D). We performed t-SNE and UHC analyses with 1 685 genes that are dynamically expressed between E2.5 and E5.5 stages^25^. Naive ESCs and ASCs were clustered with E4.5 preimplantation epiblast, with ASCs being slightly more advanced than ESCs (Figure 3E; Supplementary information, Figure S3D). EpiLCs were clustered with E5.5 postimplantation epiblast, while AFSCs and EpiSCs had progressed to more advanced stages^26,27,28^ (Figure 3E; Supplementary information, Figure S3D). 

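Between ASCs and naive ESCs, *Pou5f1* (*Oct4*) had a log2 fold change of 0.0645 (standard error 0.194, adjusted p = 0.803), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 5544 ± 1800 normalized counts per kb in ASCs and 5218 ± 183 in ESCs (mean ± SD, n = 3). *Nanog* was lower in all 3 ASC samples, 2663 ± 382 against 4109 ± 743, with a log2 fold change of -0.644 (standard error 0.157, adjusted p = 0.00231). The log2 fold change of *Sox2* was -0.413 (standard error 0.179, adjusted p = 0.0618), a difference that did not pass the adjusted threshold. Among the naive genes, *Esrrb* had a log2 fold change of -0.0331 (standard error 0.201, adjusted p = 0.906), *Klf4* was higher in ASCs by 0.303 (standard error 0.124, adjusted p = 0.0497) and the log2 fold change of *Tfcp2l1* was -0.683 (standard error 0.201, adjusted p = 0.00885), all from the same test. *Tbx3* and *Prdm14*, which Figure 3F also marks, changed by 0.499 (adjusted p = 0.00371) and -0.389 (adjusted p = 0.0604) on the log2 scale in edgeR. All of these changes were smaller than the log2 fold change of 2 that Figure 3F requires. Calls near the threshold depended on single samples, as *Klf4* kept an adjusted p below 0.05 in 2 of the 6 fits that each left out a replicate and *Tfcp2l1* in 5. For the replicate block, the samples were paired by the numbers in the labels, and deviations from the group means correlated at 0.0539 on average for the same number (-0.114 to 0.332) and at -0.0259 for different ones (-0.253 to 0.233). The fit with the block gave -0.627 for *Nanog*, -0.0249 for *Esrrb* and -0.387 for *Prdm14*, whose adjusted p of 0.0461 then passed the threshold, as it did at 0.0340 in DESeq2's Wald test. Requiring 10 counts in every sample moved *Klf4* to 0.4259, while leaving out a replicate gave -0.898 to -0.543 for *Tfcp2l1*, the largest move among the 3 naive genes. In an edgeR model of the 6 ASC and ESC samples alone, *Nanog*, *Klf4* and *Tfcp2l1* no longer passed the threshold (adjusted p = 0.0569, 0.116 and 0.0673), and *Esrrb* moved to 0.03310, with the opposite sign. The paper takes these levels as expression of the core and naive pluripotency genes in both cell types.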

Consistently, the comparison between ASCs and naive ESCs suggested the expression of the core genes (e.g., *Oct4*, *Nanog* and *Sox2*) and naive pluripotency genes (e.g., *Esrrb*, *Klf4* and *Tfcp2l1*) in both of them. However, ASCs also showed upregulation of some primitive streak and mesoderm genes, including *Eomes*, *Eras, Evx1, Hand1* and *Hoxa10* (Figure 3F; Supplementary information, Figure S3E). 

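With the thresholds of Figure 3F (adjusted p below 0.05, log2 fold change beyond 2 and mean log2(normalized read counts) above 3 in either cell type), 908 genes were higher and 193 lower in ASCs than in ESCs, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fit with the replicate block gave 917 and 195. Its pairing is that of the labels, and the mean correlation of deviations was 0.0539 for equal and -0.0259 for unequal replicate numbers. Leaving out each of the 6 samples in turn gave 831 to 942 and 161 to 217. Requiring 10 counts in every sample gave 223 and 22, the largest relative move, since genes silent in any group were then left out, and without the minimum of expression the counts were 1697 and 234.

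*Eomes* (chromosome 9, 118478212 to 118486132, plus strand, GRCm38) had 21.6 ± 3.83 normalized counts per kb in ASCs and 2.37 ± 0.417 in ESCs (mean ± SD, n = 3 here and below), a log2 fold change of 3.11 (standard error 0.261, adjusted p = 2.24e-08). *Eras* (chromosome X, 7924276 to 7928607, minus strand) had 126 ± 41.6 and 18.2 ± 4.67, a log2 fold change of 2.79 (standard error 0.285, adjusted p = 2.47e-07). *Evx1* (chromosome 6, 52313498 to 52318378, plus strand) had 14.3 ± 3.17 and 2.59 ± 1.96, a log2 fold change of 2.34 (standard error 0.386, adjusted p = 6.69e-05). For *Hand1* (chromosome 11, 57828705 to 57832818, minus strand) the values were 38.9 ± 7.77 and 0.329 ± 0.569, with a log2 fold change of 7.09 (standard error 0.687, adjusted p = 1.29e-07). *Hoxa10* (chromosome 6, 52231197 to 52240854, minus strand) had 16.9 ± 4.31 and 1.60 ± 1.14, with a log2 fold change of 3.24 (standard error 0.465, adjusted p = 2.52e-05). For each of these 5 genes all 3 ASC samples were above all 3 ESC samples. The ESC values rest on few fragments, 4 to 10 counts per sample for *Eomes*, 2 to 12 for *Evx1*, 1 to 8 for *Hoxa10* and 0 to 1 for *Hand1*, so the size of the last fold change is the least certain. Compared with EpiSCs, ASCs had less *Eomes* (472 ± 27.6 in EpiSCs) and *Eras* (256 ± 55.8) and more *Hand1* (0.366 ± 0.335) and *Hoxa10* (0.0973 ± 0.169). *Id1*, *Id3*, *Bmp4* and *Msx2*, which Figure 3F also marks, had log2 fold changes of 3.33, 3.92, 3.04 and 4.21 (adjusted p from 2.25e-10 to 4.42e-08, edgeR). DESeq2 with shrunken fold changes gave *Hand1*, which moved most among the 5 genes, a log2 fold change of 6.264, and leaving out an ESC replicate gave 6.49 to 9.43.

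Over all genes, the largest increases in ASCs were those of *Tmem92*, *Gm7942*, *Matn3*, *Usp17ld* and *Igf2*, with log2 fold changes of 9.86, 9.43, 9.33, 9.27 and 8.94, and the largest decreases were those of *Khdc1c*, *Khdc1a*, *Tat*, *Csf3r* and *Cyp2c70*, with -11.4, -11.0, -7.57, -7.11 and -6.60. The first 4 of the increased genes had 0 counts in ESCs, so their log2 fold changes are limited by the depth of the ESC samples, and *Gm7942*, *Usp17ld* and *Igf2* share 59.3%, 51.1% and 75.9% of their 50-mers with other genes. From the genes higher in ASCs, the paper concludes that ASCs upregulated some primitive streak and mesoderm genes besides the pluripotency genes they share with ESCs.

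**Figure D3:**
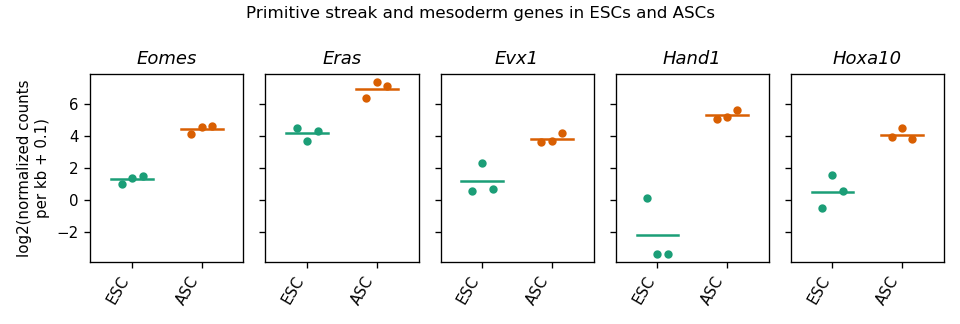
log2(normalized counts per kb + 0.1) of *Eomes*, *Eras*, *Evx1*, *Hand1* and *Hoxa10* in ESC and ASC samples; points are replicates and horizontal lines are their means (n = 3). All 3 ASC samples lie above all 3 ESC samples for each gene, and 0 counts plot at the bottom of the axis.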

Furthermore, ASCs exhibited high gene expression level and protein abundance for cell-adhesion molecule E-cadherin (Cdh1) and c-Myc (Figures 2A and 3F). 

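*Cdh1* (chromosome 8, 106603351 to 106670246, plus strand, GRCm38) had 694 ± 227 normalized counts per kb in ASCs and 961 ± 252 in ESCs (mean ± SD, n = 3), a log2 fold change of -0.485 (standard error 0.226, adjusted p = 0.0812) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a difference that did not pass the adjusted threshold. The other cell types had 909 ± 57.7 in EpiLCs, 706 ± 201 in AFSCs and 174 ± 3.66 in EpiSCs. *Myc* (chromosome 15, 61985341 to 61990374, plus strand) had 53.9 ± 14.4 in ASCs and 8.63 ± 1.42 in ESCs, a log2 fold change of 2.61 (standard error 0.257, adjusted p = 1.57e-07) in the same test, with all 3 ASC samples above all 3 ESC samples. The values moved most when a replicate was left out, the log2 fold change of *Myc* then lying between 2.45 and 2.81, and that of *Cdh1* between -0.787 and -0.268. Without ASC replicate 1, *Cdh1* passed the adjusted threshold (adjusted p = 0.00692, edgeR). Requiring 10 counts in every sample gave 2.735 for *Myc* and -0.3617 for *Cdh1*. In the fit with the replicate block, paired by the numbers in the labels (correlation of deviations 0.0539 for the same number, -0.0259 otherwise), *Cdh1* changed by -0.495 with an adjusted p of 0.0460 (edgeR). Together with the protein staining of Figure 2A, the paper takes these levels as high expression of E-cadherin and c-Myc in ASCs.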

Although T and Cdx1 IF also showed heterogeneity among ASCs, the consistent contribution of single ASCs to chimeras suggests the presence of a dynamic equilibrium (Supplementary information, Figure S3F). We also noted a slightly higher expression of *Hoxa* genes in ASCs compared to ESCs, including *Hoxa1, Hoxa5, Hoxa9, Hoxa10, Hoxa11, Hoxa11os*, and *Hoxa13* (Supplementary information, Figure S3G). 

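Of the *Hoxa* genes on chromosome 6 of GRCm38, *Hoxa9* (52223100 to 52231089, minus strand) had 6.28 ± 1.39 normalized counts per kb in ASCs and 1.05 ± 0.347 in ESCs (mean ± SD, n = 3 here and below), a log2 fold change of 2.47 (standard error 0.438, adjusted p = 1.99e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Hoxa10* had 16.9 ± 4.31 and 1.60 ± 1.14, with a log2 fold change of 3.24 (adjusted p = 2.52e-05, edgeR). *Hoxa11* (52242106 to 52245810, minus strand) had 6.36 ± 1.96 and 0.332 ± 0.288, with a log2 fold change of 3.86 (standard error 0.689, adjusted p = 4.78e-04). The antisense transcript *Hoxa11os* (52244393 to 52249799, plus strand) had 5.34 ± 0.0819 and 0.129 ± 0.224, with a log2 fold change of 4.78 (standard error 0.790, adjusted p = 1.60e-04). Exons of *Hoxa11* and *Hoxa11os* overlap over 800 bp (52245011 to 52245810), where the authors' counting, which ignored the strand, assigned the same fragments to both genes. *Hoxa5* (52201754 to 52204587) and *Hoxa13* (52257694 to 52260880) had too few counts for the test. *Hoxa5* had 3 to 6 counts per ASC sample and 0 to 1 per ESC sample, and *Hoxa13* had 7 to 10 and 0 to 2 (exact permutation test, p = 0.1 for each, the smallest p that 3 samples against 3 allow). Leaving out a replicate moved *Hoxa9* between 2.28 and 2.73, *Hoxa10* between 2.96 and 3.91 and *Hoxa11os*, the least stable, between 4.22 and 7.07, where *Hoxa10* and *Hoxa11os* passed the count filter only in the 3 fits that left out an ESC replicate. Among the other alternatives, the largest move of these 4 tested genes was that of *Hoxa11os* under DESeq2's shrunken fold changes, to 4.266. When the replicate numbers of the labels were used as a block, *Hoxa10* changed by 3.32. Mean correlations of deviations were 0.0539 and -0.0259 for samples with the same and with different numbers. The paper takes these differences as a slightly higher expression of *Hoxa* genes in ASCs.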

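*Halr1* is a lincRNA gene on chromosome 6 of GRCm38, from 52102949 to 52113684 on the plus strand. *Halr1* had 65.9 ± 22.6 normalized counts per kb in ASCs and 0.669 ± 1.16 in ESCs (mean ± SD, n = 3), a log2 fold change of 6.83 (standard error 0.615, adjusted p = 5.28e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The ESC value rests on 0 to 1 counts per sample, against 43 to 83 per ASC sample, so that all 3 ASC samples were above all 3 ESC samples but the size of the change is limited by the depth of the ESC samples. It stayed between 6.23 and 9.16 when a replicate was left out, the largest move, was 6.81 with the replicate block (pairing from the labels, mean correlation of deviations 0.0539 against -0.0259 across numbers), and was 5.629 under DESeq2 with shrunken fold changes. EpiLCs had 49.1 ± 1.88 and ESC-ASCs 20.3 ± 5.12. The paper reports the higher expression of this lncRNA in ASCs in the context of the *Hoxa* genes.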

In this context, the lncRNA *Haunt/Halr1* that locates ∼40 kb upstream of the *Hoxa* cluster^29,30,31^ also displayed higher expression in ASCs than ESCs (Supplementary information, Figure S3G).

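*Zscan4b* (chromosome 7, 10900740 to 10905050, minus strand, GRCm38) had 390 ± 46.5 normalized counts per kb in ASCs and 1.42 ± 0.452 in ESCs (mean ± SD, n = 3 here and below), a log2 fold change of 7.97 (standard error 0.342, adjusted p = 2.64e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Zscan4d* (chromosome 7, 11161374 to 11166159, minus strand) had 214 ± 12.6 and 2.66 ± 0.756, with a log2 fold change of 6.34 (standard error 0.276, adjusted p = 2.25e-10). For *Zscan4e* (chromosome 7, 11306378 to 11310682, minus strand) the values were 506 ± 46.1 and 1.64 ± 0.469, with a log2 fold change of 8.12 (standard error 0.343, adjusted p = 3.44e-12). Among the other cell types EpiLCs came next, with 20.2 ± 5.83, 18.6 ± 4.92 and 28.5 ± 5.87 for the 3 genes, and AFSCs and EpiSCs had at most 0.751 on average. Between 49.6% and 90.3% of the 50-mers of these transcripts occur in other genes, and the authors' counting assigned a fragment to every copy it mapped to, so the split between single *Zscan4* genes is uncertain. Summing the 8 genes whose symbol starts with Zscan4, which was the alternative that moved *Zscan4b* and *Zscan4e* most, gave 7675 to 9695 counts per ASC sample and 67 to 78 per ESC sample, a log2 fold change of 6.53 (standard error 0.441, adjusted p = 3.11e-09, edgeR). Fragments shared between copies enter this sum repeatedly, so its totals are not numbers of fragments. Its standard error and adjusted p do not allow for this. With the replicate block, in which samples are paired as numbered in the labels, where deviations correlated on average at 0.0539 for equal and -0.0259 for unequal numbers, the 3 genes changed by 7.95, 6.33 and 8.10. *MERVL* transcripts are repeats and are not in the files analysed here. On the basis of these genes, the paper describes ASCs as expressing 2C genes.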

Further examination of ASCs (cluster 3, Figure 3C; Supplementary information, Table S3B) revealed expression of so-called 2C genes: *Zscan4b*, *Zscan4d* and *Zscan4e* (Figure 3D; Supplementary information, Figure S4A and Table S3E), and *MERVL* transcripts (Supplementary information, Figure S3C)^12,32,33,34^. However, IF analysis showed that only 8% of the ASCs were MERVL-Gag positive/OCT4 negative, but such cells were rarer in 2i/LIF ESCs (Supplementary information, Figure S4A and S4B). Nonetheless, this does not account for the potency of ASC, since ESC-ASCs showed similar characteristics in the absence of 2C-like gene expression (Supplementary information, Figures S2G, S4C and S4D).

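ESC-ASCs had 32.3 ± 6.65 normalized counts per kb of *Zscan4b*, 14.4 ± 2.15 of *Zscan4d* and 43.0 ± 4.42 of *Zscan4e* (mean ± SD, n = 3). Against ASCs these are log2 fold changes of -3.58 (standard error 0.214, adjusted p = 1.39e-09), -3.88 (standard error 0.201, adjusted p = 1.37e-09) and -3.55 (standard error 0.216, adjusted p = 4.77e-10), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against ESCs the 3 genes were higher, with log2 fold changes of 4.38 (standard error 0.394, adjusted p = 5.70e-08), 2.46 (standard error 0.316, adjusted p = 7.60e-06) and 4.57 (standard error 0.387, adjusted p = 9.55e-09). Every ESC-ASC sample lay between all ESC and all ASC samples for each gene. The EpiLC means given above were of the same order as those of ESC-ASCs. Y-linked expression in ESCs was 6.98e-04 times that in ESC-ASCs, so these ESCs may not be the parental line. Line or sex therefore cannot be told apart from conversion in the comparison with ESCs. Summed over the 8 *Zscan4* genes, which moved the comparison with ESCs most, the log2 fold change was -3.66 against ASCs and 2.87 against ESCs. This sum, too, holds fragments shared between copies repeatedly. ESC-ASC samples were sequenced more deeply than all others, and after their counts were thinned to 7639145 per sample, the mean depth of the ASC samples, the values against ESCs were 4.33, 2.52 and 4.57. As a block, the replicate number of the labels (mean correlation of deviations 0.0539 within numbers and -0.0259 across them) gave *Zscan4b* a change of -3.59 against ASCs and 4.37 against ESCs.

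Over all genes, 209 were higher and 778 lower in ESC-ASCs than in ASCs with the thresholds of Figure 3F, and 992 were higher and 906 lower than in ESCs. The fit with the replicate block gave 213, 775, 997 and 886. Requiring 10 counts in every sample moved all of these numbers most, to 33, 188, 262 and 311. In the clustering of all 18 samples, 3 of 3 ESC-ASC samples joined the ASC branch first, and their distance to ASCs was 0.875 ± 0.00858 times that to ESCs (SD, n = 3). Because the ESC-ASC samples form a single group at a depth of their own, a batch of sequencing cannot be told apart from the cell type in these comparisons. Nor can a difference in line or sex, as Y-linked genes were expressed in ESC-ASCs alone. The paper describes ESC-ASCs as showing similar characteristics without 2C-like gene expression, and from this reasons that 2C genes do not account for the potency of ASCs.

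**Figure D4:**
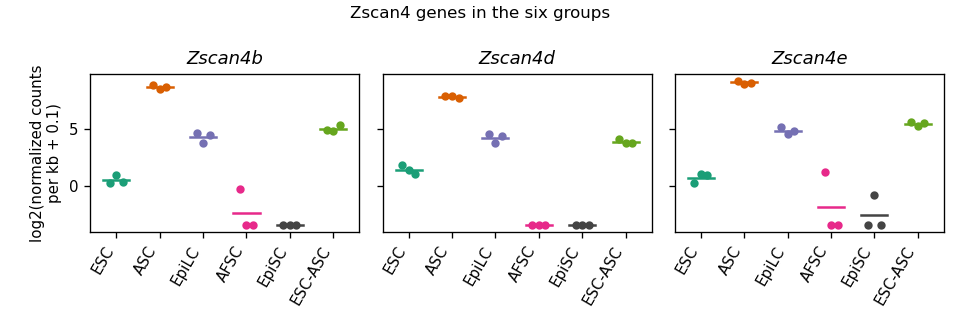
log2(normalized counts per kb + 0.1) of *Zscan4b*, *Zscan4d* and *Zscan4e* in ESCs, ASCs, EpiLCs, AFSCs, EpiSCs and ESC-ASCs; points are replicates and horizontal lines are their means (n = 3). ESC-ASC samples lie between ESC and ASC samples for all 3 genes, and 0 counts plot at the bottom of the axis.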

To this end, we injected a single ASC cell with tdTomato and GOF-GFP into an 8-cell stage embryo and examined its chimeric contribution after 48 h of *in vitro* culturing. Consistently, ASC contributed only to the ICM, and not to the trophoblast in blastocysts (0/42 recovered blastocysts) (Supplementary information, Figure S4E).

### ASCs exhibit a hypermethylated stable methylome

Naive ESC pluripotent state displays global DNA hypomethylation, where both X chromosomes are active in female cells^15,35,36^. Considering the enhanced potency of ASCs described above, we examined the epigenome of ASCs. Our initial IF observations showed bright H3K27me3 foci in female AFSCs, but not in female ASCs, suggesting reactivation of the X-chromosome in ASCs (Supplementary information, Figure S5A).

We further performed DNA methylation analysis of female ASCs, ESCs and EpiSCs by whole-genome bisulfite sequencing (BS-seq) (Supplementary information, Table S3F). Although naive ESCs (2i/LIF) were globally hypomethylated (median CpG methylation of ∼20%), ASCs showed a hypermethylated genome (median ∼70%) (Figure 4A). Indeed, UHC analysis revealed that the methylome of ASCs was more similar to the hypermethylated epigenome of EpiSCs (median 90%) (Figure 4B; Supplementary information, Figure S5B). Most genomic regions, including promoters, enhancers, exons, introns and intergenic regions, were highly methylated in ASCs (Supplementary information, Figure S5C). In line with a previous report^35^, all genomic imprints were erased in female 2i/LIF ESCs, whereas most imprints were retained in both ASCs and EpiSCs (Figure 4C). The retention of imprints, which are essential for development, would make ASCs more robust in culture, and during subsequent differentiation.

To characterize the methylome further, we calculated hypermethylated regions (HyperMRs) in ESCs and hypomethylated regions (HypoMRs) in ASCs and EpiSCs using a hidden Markov model^37^. We found very few HyperMRs in 2i/LIF ESCs (1 910); and most of these regions also showed high methylation levels in ASCs and EpiSCs (Figure 4D). We then focused on comparing the methylomes of ASCs and EpiSCs. Among the 51 126 HypoMRs in ASCs, 27 217 (53%) were not present in EpiSCs (Figure 4E and 4F; Supplementary information, Table S3G). Analysis using Genomic Regions Enrichment of Annotations Tool (GREAT)^38^ suggested that the ASC-specific HypoMRs (CpG coverage > 40, methylation difference > 40%) were in the vicinity of genes that function in blastocyst formation (e.g., *Esrrb* and *Oct4*), trophectodermal cell differentiation (e.g., *Tead4*, *Tfap2c*, *Eomes*) and dorsal/ventral axis specification (e.g., *Wnt3*, *Pax6*) (Figure 4G). Promoter methylation and gene expression analysis between ASCs and EpiSCs suggested an overall weak anti-correlation (Figure 4H). 

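For the expression side of this comparison, 1918 genes were higher and 874 lower in ASCs than in EpiSCs (adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, log2 fold change beyond 2 and mean log2(normalized read counts) above 3 in either cell type). With the replicate number as a block the counts were 1914 and 887, the labels giving the pairing and deviations from the group means correlating at 0.0539 on average when the numbers matched and -0.0259 when they did not. Each replicate left out in turn gave 1807 to 1972 higher genes and 825 to 898 lower genes, and the stricter filter of 10 counts in every sample gave 541 and 248, the largest move. Promoter methylation was not analysed here, so the part of these genes with demethylated promoters was not counted.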

However, we found that a small fraction of genes (551) were upregulated in ASCs and exhibited promoter demethylation. They were enriched for genes involved in regulating Meiotic cell cycle (e.g., *Mael*, *Sycp3* and *Stra8*) (Figure 4H; Supplementary information, Table S3H and S3I). 

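*Mael* (chromosome 1, 166201201 to 166238747, minus strand, GRCm38) had 51.0 ± 15.6 normalized counts per kb in ASCs and 0.170 ± 0.294 in EpiSCs (mean ± SD, n = 3 here and below), a log2 fold change of 7.59 (standard error 0.465, adjusted p = 2.61e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Sycp3* (chromosome 10, 88459569 to 88473236, plus strand) had 40.7 ± 6.90 and 11.9 ± 2.32, with a log2 fold change of 1.79 (standard error 0.430, adjusted p = 0.00125), below the change of 2 required above. For *Stra8* (chromosome 6, 34920163 to 34939344, plus strand) the values were 86.5 ± 15.3 and 0.176 ± 0.306, with a log2 fold change of 8.41 (standard error 0.474, adjusted p = 1.90e-11). *Tex19.1*, *Tex19.2* and *Rec8*, which Figure 4H also lists, had log2 fold changes of 7.83, 4.55 and 6.85 (adjusted p from 8.25e-13 to 5.66e-09, edgeR). In EpiSCs *Mael* and *Stra8* had 0 to 1 and 0 to 1 counts per sample, so the size of their change is limited by depth, and DESeq2 with shrunken fold changes gave 6.315 and 7.213. Leaving out a replicate moved them most, giving 7.09 to 9.57 for *Mael* and 7.86 to 10.4 for *Stra8*. Under the replicate block, whose pairs are those of the labels (mean correlation of deviations 0.0539, and -0.0259 for samples numbered differently), the changes were 7.60 for *Mael*, 1.76 for *Sycp3* and 8.41 for *Stra8*. The paper joins this upregulation to promoter demethylation, which was not analysed here, in finding enrichment for genes of the meiotic cell cycle.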

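In naive ESCs *Mael* had 4.15 ± 0.815 normalized counts per kb, *Sycp3* 60.7 ± 36.5 and *Stra8* 5.27 ± 2.23 (mean ± SD, n = 3). Against EpiSCs these were log2 fold changes of 4.00 (standard error 0.764, adjusted p = 2.09e-04), 2.31 (standard error 0.427, adjusted p = 1.07e-04) and 4.33 (standard error 0.772, adjusted p = 7.27e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ASCs had more *Mael* (51.0 ± 15.6) and *Stra8* (86.5 ± 15.3) than ESCs, in all samples, whereas the *Sycp3* values of ESCs and ASCs (40.7 ± 6.90) overlapped within the spread of the ESC replicates. Counts in ESC samples were 4 to 7 for *Mael* and 5 to 8 for *Stra8*. Leaving out a replicate changed the values against EpiSCs to between 3.50 and 5.97 for *Mael* and between 3.78 and 6.31 for *Stra8*, and DESeq2's shrunken fold changes moved *Mael* to 2.760. The paper describes these genes as sensitive to promoter methylation, and as expressed in naive ESCs with demethylated promoters.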

These germline genes are promoter methylation-sensitive and are expressed in naive ESCs, where their promoters are demethylated. 

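*Dppa3* (chromosome 6, 122626410 to 122630272, plus strand, GRCm38) had 252 ± 55.9 normalized counts per kb in ASCs and 0.490 ± 0.849 in EpiSCs (mean ± SD, n = 3 here and below), with a log2 fold change of 8.93 (standard error 0.642, adjusted p = 6.40e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Zfp42* (chromosome 8, 43295063 to 43306980, minus strand) had 1526 ± 216 in ASCs and 0 counts in all 3 EpiSC samples, so that its log2 fold change of 14.6 (standard error 0.399, adjusted p = 1.36e-14) is set by the depth of the EpiSC samples. *Tcl1* (chromosome 12, 105216750 to 105222793, minus strand) had 406 ± 82.2 in ASCs and also 0 counts in EpiSCs. *Esrrb* had 730 ± 92.0 and 0.944 ± 0.360, a log2 fold change of 9.62 (standard error 0.337, adjusted p = 3.61e-14). *Gdf3* (chromosome 6, 122605403 to 122610087, minus strand) had 265 ± 58.2 and 2.57 ± 1.20, and *Fbxo15* (chromosome 18, 84935158 to 84981376, plus strand) had 1031 ± 27.4 and 4.14 ± 1.42, log2 fold changes of 6.67 and 7.96 (adjusted p = 5.22e-13 and 4.43e-16, edgeR). ESCs had 2439 ± 996 of *Dppa3*, above every ASC sample, and 1849 ± 171 of *Zfp42*. Pairing the samples by the replicate numbers of the labels, for which the mean correlation of deviations was 0.0539 against -0.0259 between different numbers, the fit with the replicate block gave 8.95 for *Dppa3* and 14.6 for *Zfp42*, and shrinkage of fold changes in DESeq2 moved *Zfp42* most, to 11.10. With the promoter methylation of Figure 4H and 4I, which was not analysed here, the paper places these naive pluripotency genes among those with demethylated promoters and higher expression in ASCs.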

In addition, we found that naive pluripotency genes, such as *Dppa3, Zfp42* (also known as *Rex1*), *Tcl1, Esrrb, Gdf3 and Fbxo15*, were also promoter demethylated and upregulated in ASCs (Figure 4H and 4I; Supplementary information, Figure S5D). Thus, ASCs exhibited an overall hypermethylated genome and maintained imprints, but showed targeted demethylation at loci associated with the preimplantation development and naive pluripotency. This is consistent with their high contribution in chimeras described above.

## Discussion

We describe the derivation of two novel cell types, AFSCs and ASCs from mouse blastocysts, which provide new insights on pluripotent stem cells. In particular, the ASCs (advanced pluripotent stem cells) show higher DNA methylation levels than naive ESCs (Figure 4A and 4B), and with the expression of both pluripotent and somatic genes (Figure 3C; Supplementary information, Figure S3E). We also find that genomic imprints are more stable in ASCs relative to naive ESCs (Figure 4C). 

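On the transcriptome side, ASC samples lay at a mean distance of 323 ± 20.4 from ESCs and 419 ± 9.96 from EpiSCs (SD over 9 pairs of samples, Euclidean distance over 23494 genes). ESCs lay at 421 ± 9.05 from EpiSCs, so by this distance ASCs were not nearer to EpiSCs than ESCs were, beyond the spread. Along the line from ESCs (0) to EpiSCs (1) the position of ASCs was 0.237 ± 0.00119 (SD, n = 3), nearer to ESCs and below EpiLCs at 0.512 ± 0.00306. With the thresholds of Figure 3F, 908 genes were higher and 193 lower in ASCs than in ESCs, while 1918 were higher and 874 lower than in EpiSCs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Using the top 50% of detected genes the position was 0.2131, and without X and Y genes it was 0.2528. The DNA methylome was not analysed here. The paper combines the transcriptome with the methylome in reasoning that ASCs occupy an intermediate state.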

On the basis of the transcriptome and DNA methylome analysis, ASCs appeared to be at an intermediate state between naive ESCs and primed EpiSCs, and apparently represent the cells with the characteristics of the early postimplantation epiblast. Remarkably, ASC has high developmental potency in chimeras, since a single ASC contributes extensively to the developing embryo, germline and the extraembryonic mesoderm (Figure 2J). Indeed it is possible to obtain a live pup consisting exclusively of ASCs in “tetraploid rescue experiments”. 

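*Myc* had 53.9 ± 14.4 normalized counts per kb in ASCs and 8.63 ± 1.42 in ESCs (mean ± SD, n = 3), a log2 fold change of 2.61 (standard error 0.257, adjusted p = 1.57e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 2.61 with the replicate block, where the labels pair the samples by number (mean correlation of deviations 0.0539 for a shared number and -0.0259 otherwise). EpiLCs, AFSCs and EpiSCs had more than ASCs, 217 ± 14.6, 227 ± 30.6 and 120 ± 14.5. Leaving out a replicate moved the change most, to values from 2.45 to 2.81, and 10 counts in every sample gave 2.735. The paper proposes that this higher *Myc* expression in ASCs than in ESCs, with a shorter cell cycle, may partly explain their potency. ESC-ASCs, for which the paper also reports increased potency, had 4.95 ± 1.95. This was below ASCs (log2 fold change -3.43, adjusted p = 2.30e-09, edgeR) and ESCs (-0.818, adjusted p = 0.0271, edgeR). The difference from ESCs passed the threshold in 3 of the 6 fits that each left out a replicate. Y-linked genes were expressed in ESC-ASCs alone, so line or sex may contribute to both differences.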

The high potency of individual ASCs may in part be due to the shorter cell cycle time (data not shown) and higher expression of cMYC in ASCs as compared to that in ESCs (Figures 2A and 3F). Accordingly, cMYC might promote rapid cell transition through the G1 phase of the cell cycle while suppressing cell differentiation by activating Dusp2 and Dusp7 phosphatases, which in turn represses FGF/ERK signaling^21^. The relevance and significance of the cMyc-Dusp2-FGF/ERK pathway in ASCs merit further investigation.

Concerning the extraembryonic tissues, individual ASCs do not contribute to the trophectoderm cells when introduced into 8-cell stage embryos (Supplementary information, Figure S4E), unlike some recently described pluripotent stem cells^11,12,13,14^. This observation is consistent with ASCs being equivalent to early postimplantation epiblast cells, and therefore developmentally they represent cells at a later stage when we would not expect their contribution to the trophoblast cells, which also accounts for our observation that ASCs did not contribute to the extraembryonic endoderm. Nevertheless, single ASCs contribute significantly to some extraembryonic tissues that originate from the postimplantation epiblast, especially the yolk sac mesoderm and placental labyrinth in chimeric conceptuses as compared to ESCs; this is also a mark of higher potency of ASC^39^. Altogether, ASC contribute extensively to the tissues that normally originate from postimplantation epiblast cells, which is consistent with their overall molecular state and characteristics.

Another feature of interest concerning ASC involves the *Hoxa* family genes. We found that the lncRNA *Haunt/Halr1* located ∼40 kb upstream of the *Hoxa* cluster and showed higher expression in ASCs than in ESCs (Supplementary information, Figure S3G). The *Huant/Halr1* genomic locus has been shown to be bound by pluripotency regulators, including *Oct4, Nanog and Sox2*, with enhancer function-related epigenetic marks, such as H3K4me1, DNase I hypersensitivity, H3K4me3 and H3K36me3^29,30^. The *Haunt* lncRNA and its genomic locus regulate the *Hoxa* gene cluster during differentiation of pluripotent cells^31^. Our data suggest that high expression of *Haunt/Halr1* in ASCs may promote downregulation of Hoxa cluster to maintain a stable pluripotent state.

How precisely the chemically defined ABCL medium induces and maintains the hypermethylated state in ASC deserves further investigation in the future. The relatively hypermethylated state of ASCs with intact genomic imprints compared to naive ESCs is likely to provide greater stability during self-renewal *in vitro*, which is consistent with the findings of two recent studies on ESCs^40,41^.

The AFSCs we describe in this study are quite similar to EpiSCs, which differentiate in the presence of Wnt and BMP4^18,19^. On the other hand, Activin A and LIF support self-renewal of AFSCs and ESC^17^, respectively. Thus, during the derivation of ASCs, BMP4 and CH would likely promote AFSCs toward differentiation, which would be counteracted by Act A and LIF that supports self-renewal. Under these signaling conditions, a small proportion of surviving cells acquire new phenotypes and we describe these cells as ASCs. Further detailed analyses, including analysis of epigenetic resetting, determining how precisely the ASCs become established in culture, need to be explored in the future studies. Notably, ESCs can also be readily converted to ASCs, referred to here as ESC-ASCs, with similar properties.

In conclusion, ASCs are a novel and distinct self-renewing type of pluripotent stem cells, which exhibit intermediate features between ESCs and EpiSCs. Transcriptionally, ASCs are at a cellular state that beyond the epiblast state of the blastocyst. In this respect, ASCs are like EpiSCs, albeit some loci remain hypomethylated in ASCs, and importantly, female ASCs do not exhibit X-inactivation. Thus, ASC represents a unique pluripotent state with distinct transcriptional and epigenetic features, which confers greater stability and potency.

## Materials and Methods

### Derivation of AFSC cell lines

Mouse embryos at E3.5 were isolated from 129/sv females mated with Oct4-ΔPE-GFP (GOF-GFP), Stella-GFP, Rosa129/Sv and Rosa26R-mT/mG transgenic males with a mixed background of MF1, 129/sv and C57BL/6J strains^42,43,44^. The GOF-GFP expression of the reporter that lacked the proximal enhancer and was under the control of the Oct4 promoter and distal enhancer. This GFP transgene showed expression in the ICM of blastocysts, PGC *in vivo* and in ESC. Rosa129 is a knockin mouse line with a LacZ reporter in the Rosa locus, where LacZ is ubiquitously expressed. Standard AF medium consists of N2B27 medium (Life technology) supplemented with Activin A (20 ng/ml, R&D Systems) and bFGF (12 ng/ml, R&D systems). E3.5 blastocysts were cultured in M16 medium (Sigma-Aldrich) for 2 days. Most of them were zone pellucida free. If blastocysts had zona pellucida, they were removed by Acidic Tyrode's Solution (Sigma-Aldrich). They were then placed in 24-well fibronectin-coated (16.7 μg/ml, Millipore) plate with AF medium. Epiblast cultures grew efficiently and formed “flat” epithelial-like colonies after 5-6 days. The resulting colonies were further cut into smaller pieces by glass needles after 7-9 days of culturing, and then the colonies passaged by Accutase (Life technology) regularly every 2-3 days. These cells, referred to as AFSCs, could be passaged for over 30 passages in AF medium.

### Derivation of ASC cell lines

We dissociated GOF-GFP AFSCs using Accutase and placed AFSCs (3 × 10^5^ single cells) in fibronectin-coated 24-well plates with 1 ml ABCL medium. The ABCL medium was N2B27 medium with Activin A (20 ng/ml, R&D systems), BMP4 (50 ng/ml, R&D systems), CHIR9902 (3 μM, Miltenyi Biotech) and leukemia inhibitory factor (1 000 IU/ml, Millipore). Dependent on cell growth, AFSCs were then passaged after 2-4 days. After 6-7 days of ABCL treatment, we noted cell dying. GOF-GFP-positive clones started to appear around day 10-14. When these GFP-positive colonies grew to around 200 μm in diameter, they were cut into smaller pieces using glass needles and then transferred. When these colonies had grown for 6-7 days, they were treated with Accutase, and the resulting cells were cultured to produce GFP-positive colonies, which were capable of self-renewal for over 30 passages. We called these cells ASCs.

### Teratoma formation

The AFSCs were disaggregated using Accutase, and 1 × 10^6^ cells were injected under the epithelium of NOD-SCID mice. Three to five weeks after transplantation, tumor(s) were collected and fixed with 4% paraformaldehyde, and processed for paraffin sectioning. Sections were observed following hematoxylin and eosin staining.

### Production of chimeras

Approximately, 15-20 cells were injected gently into ICR mice blastocoel cavity of blastocysts (E3.5) using a piezo-assisted micromanipulator attached to an inverted microscope. The injected embryos were cultured in KSOM medium (Millipore) to enable re-expansion of the blastocoel cavity and then transferred to the uteri of pseudopregnant ICR mice at 2.5 days post coitus (dpc). In a similar manner to the injection of blastocysts, 8-cell embryos (E2.5) were injected with a single cell placed carefully into the perivitelline space under the zona pellucida. The embryos were cultured overnight in KSOM medium (Millipore) at 37 °C in a 5% CO_2_ atmosphere and transferred to the uteri of pseudopregnant ICR mice at 2.5 dpc. The embryos were isolated at embryonic stage E6.5-E13.5 with chimeric contribution checked. Full-term chimeras were confirmed by the coat color pattern of the pups at birth.

### Production of full-term pups in tetraploid host blastocysts

Two-cell stage embryos (E1.5) from ICR mice were collected by flushing oviducts; they were subjected to electrofusion to create tetraploid (4N) host blastocysts. Typically 15-20 ASCs were injected into tetraploid host blastocyts, which were transferred to pseudopregnant recipients at 2.5 dpc.

### Immunofluorescence

Cells were briefly washed with PBS and fixed in 4% paraformaldehyde in PBS for 15 min at room temperature. Cells were permeabilized for 30 min with 1% BSA and 0.1% Triton X-100 in PBS. Antibody staining was carried out in the same buffer at 4 °C overnight. The slides were subsequently washed three times in PBS with 1% BSA, 0.1% Triton X-100 (5 min each wash), then incubated with secondary antibody for 1 h at room temperature in the dark, washed once for 5 min in 1% BSA, 0.1% Triton X-100 in PBS and twice for 5 min in PBS. The slides were then mounted in Vectashield with DAPI (Vector Laboratories) and imaged using a BioRad Radiance 2100 confocal microscope. Primary antibodies used were: mouse monoclonal Oct4 (BD Biosciences, 1:200), rat monoclonal Nanog (eBioscience, 1:500), goat polyclonal Sox2 (Santa Cruz, 1:200), rabbit polyclonal H3K27me3 (Upstate, 1:500), rat monoclonal E-cadherin (Takara, 1:40), Klf4 (Abcam, 1:300), cMyc (Abcam, 1:200), Esrrb (Abcam, 1:200), Prdm14 (Abcam, 1:200), HNF4a (Santa Cruz, 1:100). All secondary antibodies used were Alexa Fluor highly cross-adsorbed (Molecular Probes).

### RNA-seq library preparation

The RNA-seq libraries for this paper were constructed by using NEBNext Ultra Directional RNA Library Prep Kit from Illumina. After isolation of total RNA from bulk amount of mouse stem cells using RNeasy Micro Kit (Qiagen), ∼500 ng total RNA was used to enrich mRNA with polyA tails by using NEBNext Magnetic Oligo d(T)25 beads. After RNA fragmentation and random priming, the first strand cDNAs and second strand cDNAs were synthesized, which was followed by end repair, dA-tailing, adapter ligation and PCR enrichment. The RNA-seq libraries were sequenced on HiSeq4000 platform.

### RNA-seq analysis

Paired-end RNA-seq reads were mapped to the mouse reference genome (GRCm38/mm10) with *TopHat2* (https://ccb.jhu.edu/software/tophat), and one mismatch was allowed. The alignments were guided by Ensembl gene models (*Ensembl* release 86). Read counts for either the full transcript or only the first exon were obtained with *featureCounts* (http://bioinf.wehi.edu.au/featureCounts). Transcript or first exon counts were normalized, and the statistical significance of differential expression between samples was assessed using the R Bioconductor *DESeq2* package (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Transcript and exon counts normalized by *DESeq2* size factors were subsequently normalized by their length/1 000. RNA-seq data^25^ from early mouse embryos were obtained from the European Nucleotide Archive (accession number: ERP007120), and identically processed.

Paired-end reads were further aligned to the mouse reference genome (GRCm38/mm10) with *bowtie* (options: “-M 1 – v2 – best – strata”). RepeatMasker annotations of transposable elements on the mouse reference genome were obtained from the UCSC genome browser table (GRCm38/mm10). Counts for all TE copies and Ensembl transcripts were obtained using *featureCounts*, and TE counts were subsequently processed by DESeq2 as described above, with the exception that TE counts were normalized by the total number of transcript counts instead of *DESeq2* size factors.

The top 90% expressed genes (log_2_(normalized counts)) in the whole RNA-seq data set were used for clustering analysis. Pearson correlation analysis was performed by the R *cor* function with “1-Pearson correlation coefficient” as a distance metric. UHC analysis was performed by the R *hclust* function with the “ward” method and Euclidean distance metric. t-SNE analysis was performed using the R *Rtsne* function omitting an initial PCA step. PCA analysis was performed with the R *prcomp* function on centered and scaled log_2_(normalized counts) expression values. GSEA analysis was performed by the javaGSEA programme developed by the Broad Institute.

### Real-time PCR

The cDNAs from bulk amount (2 μg) of total RNAs were diluted 10 to 40-fold. Then 2 μl of diluted cDNAs was used for each 20 μl real-time PCR reaction (1× Syber Green PCR Master Mix, 0.2 μM of each primer). All reactions were duplicated. The PCR was carried out as follows: first, 95 °C for 10 min to activate the Taq polymerase, followed by 40 cycles at 95 °C for 15 s (for denaturation) and for 1 min at 60 °C for annealing and extension. Finally a dissociation step was run to exclude the possibility of non-specific amplification.

### LacZ staining

The embryos were isolated and washed twice in PBS. Then they were transferred to a cold solution (2% formaldehyde, 0.2% glutaraldehyde, 0.02% NP-40, 1 mM MgCl_2_, 0.01% sodium deoxycholate in PBS) and fixed for 2 h at 4 °C on a rocking platform. The embryos were washed three times in PBS for 2 min each, and stained in lacZ staining solution (0.4 mg/ml Xgal, 4 mM potassium ferrocyanide, 4 mM potassium ferricyanide, 1 mM MgCl_2_, 0.02% NP-40 in PBS) at 30 °C for 18-36 h in dark. Details of ingredient information are shown below:

Formaldehyde, Sigma-Aldrich; Glutaraldehyde, BioChemika (Fluka); NP-40, Roche;

MgCl_2_, Sigma-Aldrich; Sodium deoxycholate, Sigma-Aldrich; Xgal, Melford, MB1001;

Potassium ferrocyanide, Sigma-Aldrich; Potassium ferricyanide, Sigma-Aldrich.

### Alkaline phosphatase staining

Alkaline phosphatase (AP) staining was carried out using AP Staining Kit from Sigma (86R-1KT) according to manufacturer's instructions. Briefly, the cells were fixed by 4% paraformaldehyde for 10 min, and then were stained overnight by AP staining solution at room temperature in the dark.

### BS-seq library preparation

Genomic DNA (two biological replicates per condition) was extracted by QIAamp DNA Micro Kit (Qiagen). Subsequently, 100 ng of genomic DNA was subjected to 3.5 h bisulfite treatment using the Methylcode Bisulfite Conversion Kit (Invitrogen). To monitor the bisulfite conversion efficiency, unmethylated Lambda DNA (0.5 ng, Promega) was spiked-in before conversion. Single-stranded BS-converted DNA was subjected to the post-bisulfite adaptor tagging (PBAT) protocol as described previously^45,46^. Libraries were subjected to single-end 100 bp sequencing on HiSeq 4000 sequencing system (Illumina). Coverage information was summarized in Supplementary information, Table S3.

### BS-seq analysis

PBAT reads were quality-trimmed with *Trim Galore* (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore), and 4 nt random primer sequences at the 5′ end and 1 nt at the 3′ end of all reads were removed. PBAT reads were then mapped to the computationally bisulfite-converted mouse reference genome (GRCm38/mm10) by using *Bismark*^47^ (version: 0.16.3; parameter settings: “*bismark --pbat -N 1 -L 40”*). Potential PCR duplicates were removed using *the deduplicate bismark* command.

Post-alignment analysis was performed by using the *MethPipe* package^37^. First, aligned sequences were converted to *MethPipe* format using the *to-mr* command. Methylation levels and coverage for each symmetric CpG site were calculated by the *methcounts* and *symmetric-cpgs* commands. Average CpG methylation levels of annotated genomic regions, i.e., promoters, exons, repeats, imprint control regions, CGIs, enhancers and 2 kb genomic tiles, were calculated with the *MethPipe roimethstat* program. Only high-confidence genomic regions with at least 40 CpG observations from reads in the region were used in further analyses.

About 2 kb tiles were calculated for all chromosomes with a 1 kb offset. Coordinates of promoters (−1 000 bp and +100 bp from the transcription start site (TSS)), exons, introns and intergenic regions were retrieved from Ensembl (Mouse Release 86). CGI annotations were obtained from the UCSC Table Browser. Imprint control region annotations were obtained from Tomizawa *et al*^48^. Tissue-specific enhancer coordinates (± 1 000 bp from peak; mm9 coordinates were converted to mm10 by the UCSC liftOver tool) were retrieved from the Mouse Encode Project^49^. HyperMRs and hypomethylated regions were calculated by the *hmr* command from the *MethPipe* package.

UHC of 2 kb tile methylation was performed using the *R hclust* command with the “ward” method. Correlation matrix was calculated by the *R corrplot* package. Profile plot was created by the *R* seqplots package. Gene ontology analysis was performed by GREAT^50^ and DAVID Bioinformatics Resource 6.8^50^.

### Data accession

All the sequencing data were deposited in the NCBI, Gene Expression Omnibus (GEO) under accession number GSE99494.

## Author Contributions

SB, XL and MAS designed the research project, prepared and approved the manuscript; WWCT performed whole-genome bisulfite sequencing experiment and analyzed RNA-seq and BS-seq data; SB, BW and SK derived ASCs and analyzed molecular properties; SB, BW performed *in vivo* embryo experiment; JL, LL and FT prepared RNA-seq library; SD contributed to RNA-seq and BS-seq analysis; SL performed clonal lines experiments from single cell and helped proof the manuscript; KT, CL, YC and MW provided technical assistance.

## Competing Financial Interests

The authors declare no competing financial interests.

## Figures and Tables

**Figure 1:**
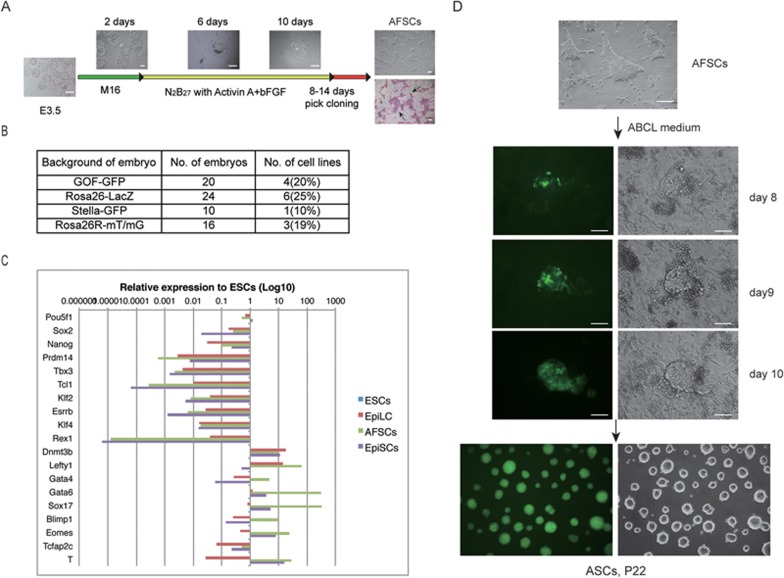
Derivation of AFSCs and ASCs. **(A)** Schematic overview of AFSC derivation. Note AP-positive cells (arrow indicated) in AFSCs. Scale bars, 100 μm. **(B)** Derivation rate of AFSCs with diverse genetic backgrounds. **(C)** Quantitative RT-PCR of key genes in ESCs, EpiLCs, AFSCs and EpiSCs, all derived from 129/sv females mated with GOF-GFP males of mixed background. Note the expression of endoderm and mesoderm genes in AFSCs (at the bottom). **(D)** Reprogramming AFSC to ASCs. Scale bars, 100 μm.

**Figure 2:**
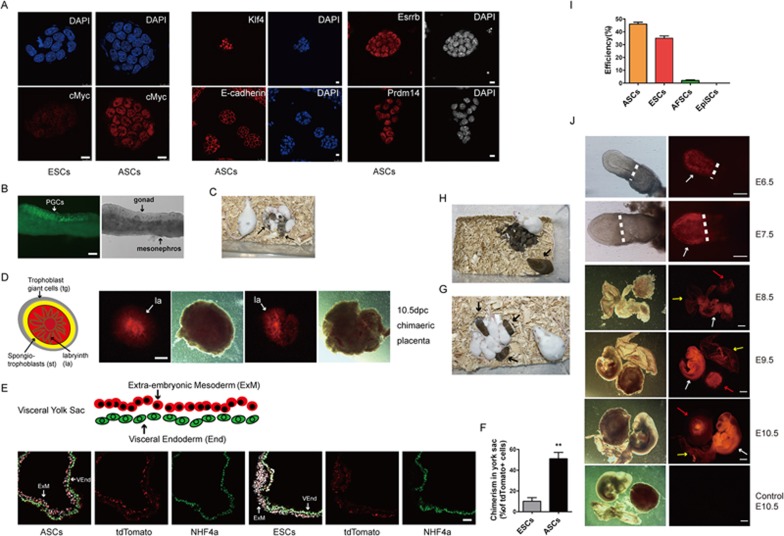
Characteristics of ASCs. **(A)** IF staining assays in ESCs and ASCs, including those detect the expression of KLF4, E-CADHERIN, ESSRB and PRDM14 in ASCs. Scale bars, 10 μm. **(B)** Germline transmission of ASCs in E12.5 chimeras shown by GOF-GFP-positive cells (arrow). Scale bars, 100 μm. **(C)** Chimeric pups (arrows) generated by injecting ASCs in ICR host blastocysts. **(D)** A schematic depiction of placenta tissue indicates the contribution of ASCs (tdTomato) to labyrinth of placenta in E10.5 chimeras (white arrows). Scale bars, 1 mm. **(E**, **F)** Schematic depiction of the yolk sac, and the contribution of ASCs (tdTomato) to the extraembryonic mesoderm (red) in E10.5 chimeras. Scale bars, 100 μm. **(G)** Pups (arrows) generated entirely from ASCs (between 129/sv females and GOF-GFP males) in tetraploid ICR host blastocysts. **(H)** The F1 pups generated by ASCs-tetraploid male (arrows) mated with ICR female. **(I)** The efficiency of clonal line derived from single ASCs. **(J)** Chimeras (E6.5-E10.5) generated with single ASC. White arrows indicate embryonic body; yellow arrows mark yolk sac; and red arrows point placenta. Scale bars for E6.5-7.5, 200 μm; scale bars for E8.5-10.5, 2 mm. ExM, extraembryonic mesoderm; la, labyrinth; st, spongetrophectoderm; tg, trophectoderm giant cell; VEnd, visceral endoderm.

**Figure 3:**
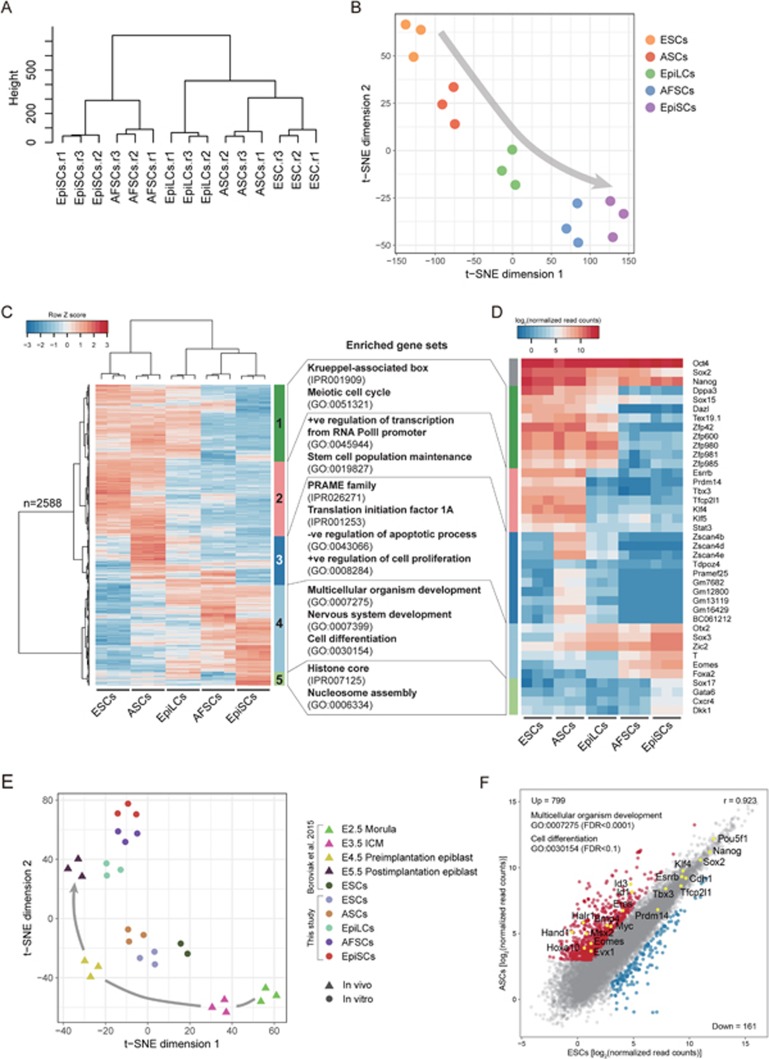
RNA-seq analysis of AFSCs and ASCs. **(A)** Unsupervised hierarchical clustering (UHC) of whole-genome transcriptome from three biological replicates. Note that ASCs were clustered close to ESCs but not EpiSCs. **(B)** t-distributed stochastic neighbor embedding (t-SNE) of whole-genome transcriptome. Arrow represents potential trajectory from naive to primed pluripotent stem cells. **(C)** Heatmap showing scaled expression values of 2 588 differentially expressed genes (mean log_2_(normalized read counts) > 3 in any sample, log_2_(fold change) > 3, adjusted *P*-value < 0.05) between the five cell types. UHC of five major gene clusters. The top representative GO biological process and InterPro terms for each cluster are indicated on the right. **(D)** Expression heatmap of representative genes for each cluster in **C**. **(E)** t-SNE analysis of gene expression of pluripotent stem cells, and of E2.5-E5.5 embryos^25^, based on 1 685 dynamically expressed genes^25^. Arrow indicates developmental progression from E2.5 morula to E5.5 postimplantation epiblast. **(F)** Pair-wise gene expression comparison between ASCs and ESCs (2i/LIF). Upregulated (red) and downregulated (blue) genes in ASCs were highlighted (mean log_2_(normalized read counts) > 3 in either samples, log_2_(fold change) > 2, adjusted *P*-value < 0.05). Gene ontology analysis (by DAVID) showed ASCs upregulated genes that are involved in multicellular organism development and cell differentiation.

**Figure 4:**
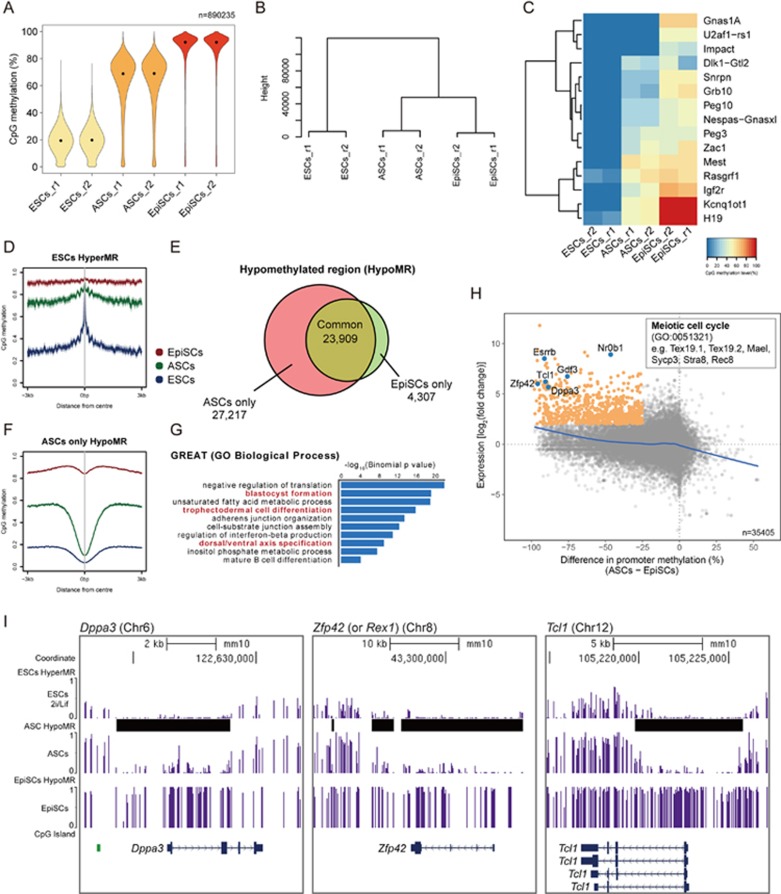
Methylation analysis of ASCs. **(A)** Violin plot showing CpG methylation distribution of 2 kilobase (kb) genomic tiles. **(B)** UHC of methylation levels of 2 kb genomic tiles. **(C)** Heatmap showing CpG methylation of imprint control regions (ICRs) in ESCs, ASCs and EpiSCs. **(D)** Methylation profiles of ESCs hypermethylated regions (HyperMR) in ESCs. Note that HyperMR in ESCs were generally hypermethylated in ASCs and EpiSCs. **(E)** Venn diagram showing overlap of hypomethylated regions (HypoMR) between ASCs and EpiSCs. **(F)** Methylation profile of ASC-specific HypoMRs in **E**. **(G)** GREAT analysis of ASC-specific HypoMRs. **(H)** Scatterplot of differential gene expression and difference in promoter methylation between ASCs and EpiSCs. Genes with > 20% promoter methylation and log_2_ (read counts) > 3 in either samples were shown. Genes upregulated in ASCs with promoter demethylation are highlighted in orange. They were enriched for regulating meiotic cell cycle and cell pluripotency. Best fit curve (blue line) was generated by the generalized additive models (GAM). **(I)** UCSC genome browser snapshots of CpG methylation level at representative naive pluripotency genes.

# Supplementary material for: Derivation of hypermethylated pluripotent embryonic stem cells with high potency
**Source:** Cell Res. 2017 Oct 27;28(1):22–34. doi: 10.1038/cr.2017.134
**Supplement:** Supplementary information, Figure S1 — Features of AFSCs.

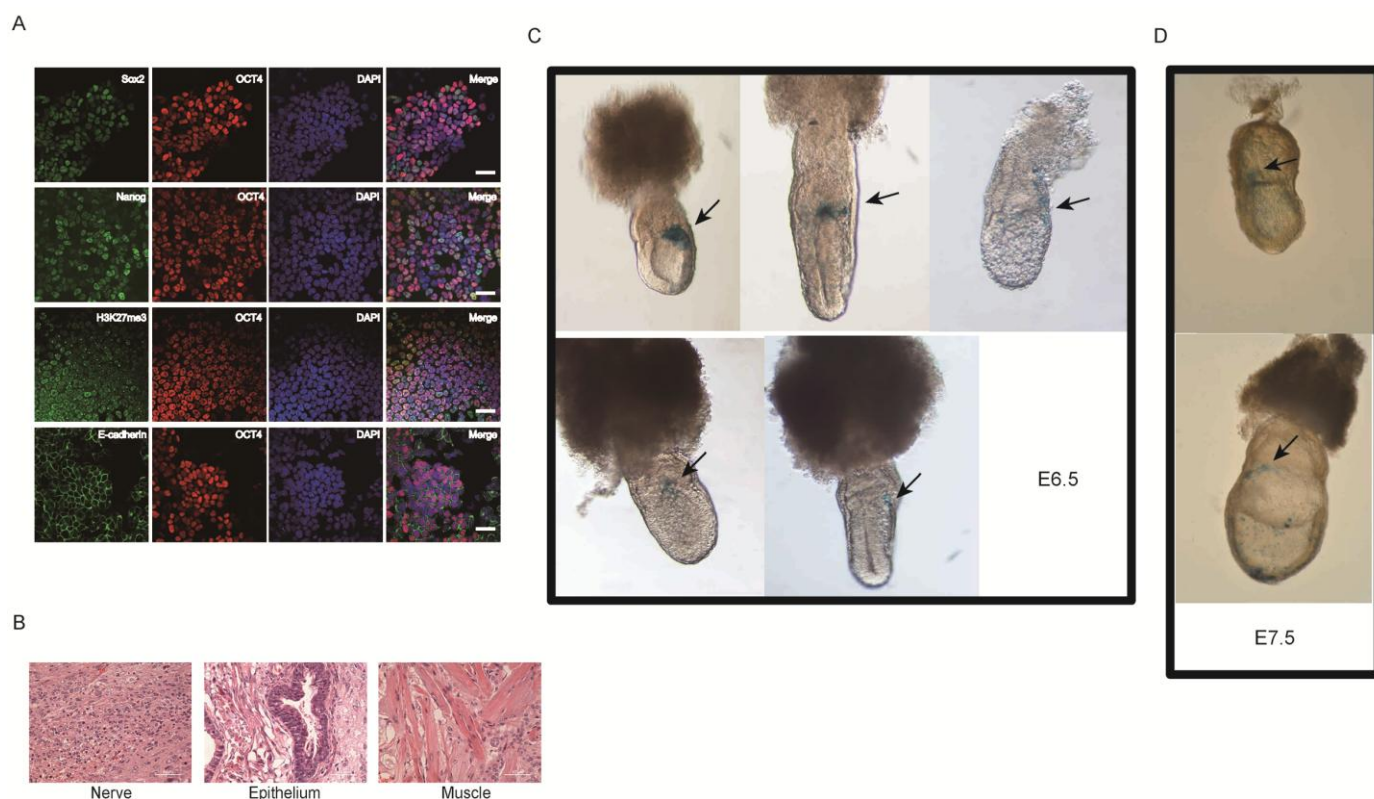

**Supplementary information Figure 1** Features of AFSCs.

**(A)** Immunofluorescence (IF) staining for OCT4, SOX2, NANOG, H3K27me3, and E-Cadherin in AFSCs. Scale bar, 50  $\mu$ m. **(B)** Differentiation of AFSCs into the three germ layers. Left panel shows a nerve-like structure (Nerve); center panel shows an epithelium-like structure (Epithelium); and right panel shows a muscle-like structure (Muscle). **(C)** E6.5 chimeras derived with Rosa26-lacZ reporter AFSCs. Arrow indicates AFSCs contributed to the primitive streak and part of the extra-embryonic mesoderm. **(D)** E7.5 chimeras with Rosa26-lacZ reporter AFSCs. Arrow shows AFSCs contributed to extra-embryonic tissues.

# Supplementary material for: Derivation of hypermethylated pluripotent embryonic stem cells with high potency
**Source:** Cell Res. 2017 Oct 27;28(1):22–34. doi: 10.1038/cr.2017.134
**Supplement:** Supplementary information, Figure S2 — Chimeras produced by ASCs.

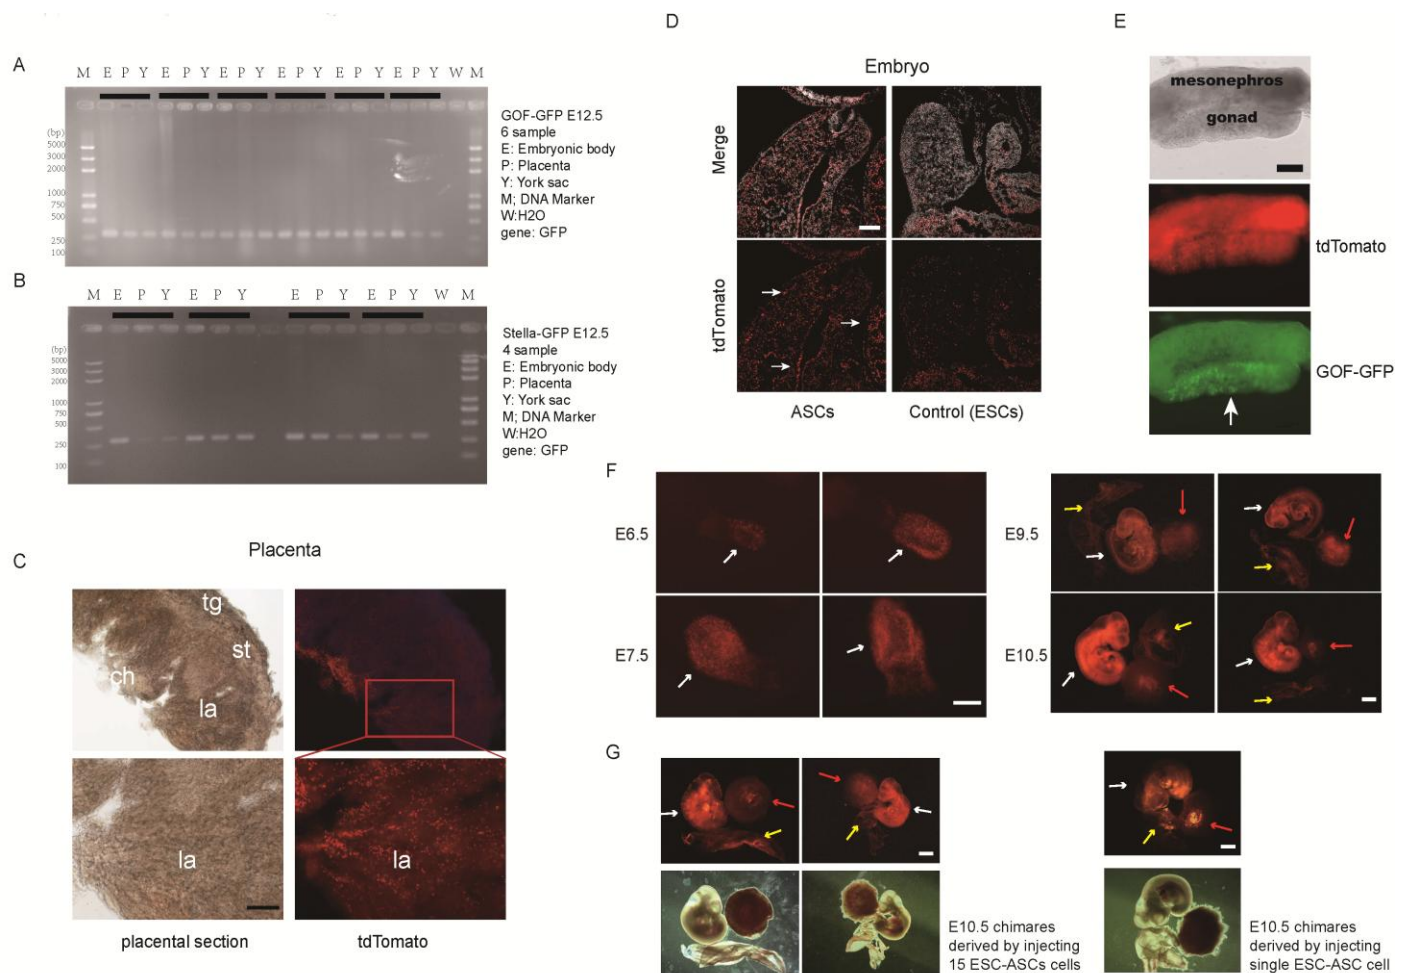

## Supplementary information Figure 2 Chimeras produced by ASCs.

**(A)** ASCs contributed to embryonic body, placenta, and yolk sac in E12.5 GOF-GFP chimeras, detected by genomic PCR. **(B)** ASCs contributed to embryonic body, placenta, and yolk sac in E12.5 Stella-GFP chimeras, detected by genomic PCR. **(C)** ASCs (tdTomato) contributed to placenta in E10.5 chimeras. ASCs exist in labyrinth of placenta. tg, trophoctoderm giant cell; st, spongetrophoctoderm; la, labyrinth; ch, chorion. Scale bar, 100  $\mu$ m. **(D)** ASCs (tdTomato) contributed to the embryonic body in E10.5 chimeras. Arrow shows more ASCs were detected than ESCs in chimeras. Scale bar, 100  $\mu$ m. **(E)** ASCs (tdTomato) contributed to mesonephros and gonad in E12.5 chimeras. Note, arrow indicates ASCs contributed to PGCs which were GOF-GFP positive cells. Scale bars, 100  $\mu$ m. **(F)** A single cell from ASCs (GOF-GFP/tdTomato) contributed to chimeras at E6.5 to E10.5. White arrow indicates embryo; yellow arrow shows yolk sac; red arrow shows placenta. Scale bars in E6.5-7.5, 200  $\mu$ m; scale bars in E9.5-10.5, 2 mm. **(G)** Multiple or single ESC-ASCs (GOF-GFP/tdTomato) contributed to embryo, yolk sac, and placenta in E10.5 chimeras. White arrow indicates embryo; yellow arrow shows yolk sac; red arrow shows placenta. Scale bars, 2 mm.

How the deposited data were processed for this re-analysis (not part of the article)

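RNA-seq of 18 samples was analysed, 3 biological replicates in each of 6 groups: ESCs in 2i/LIF, ASCs, EpiLCs, AFSCs, EpiSCs and ESC-ASCs. The deposited values are raw counts of fragments per gene, which the authors made by mapping paired reads of directional polyA libraries to GRCm38 with TopHat2 and counting fragments on the exons of Ensembl release 86 with featureCounts 1.5.0-p1. The authors' counting required both ends to map, to the same chromosome, took an overlap of at least 10 bp, counted fragments that overlap several genes for each of them and fragments that map to several places at each place, and was not strand-specific. Near-identical genes and genes that overlap on opposite strands therefore share counts, and reads themselves were not re-mapped. The samples were grouped by the labels of the samples, checked against the paper; the names of the deposited tables use the word ASC for samples that the labels call AFSC, and the labels were followed. No sample was left out. Bisulfite sequencing, transposable elements and embryo data were not analysed here.

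Total counts per sample ranged from 4961934 to 18071600, with ESC-ASC samples between 17813619 and 18071600 and all others at or below 9906473. Of 35773 genes in the files, 16901 had at least 10 counts in at least 3 samples and were tested. Genes with a few counts per sample in 1 group have fold changes whose size is limited by this depth, and their counts are given where they matter. The common dispersion over all samples was 0.0283.

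Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1): TMM normalization, 1 dispersion estimate over all 18 samples, a quasi-likelihood fit with robust estimation and an F test per comparison, with Benjamini-Hochberg adjustment within each comparison. The standard error of a log2 fold change is its size divided by the square root of F. Normalized read counts were counts divided by DESeq2 1.42.0 size factors and by exonic length in kb, as the paper's methods describe, and were put on a log2 scale with a pseudocount of 0.1. Thresholds followed Figures 3C and 3F: an adjusted p below 0.05, a mean log2(normalized read counts) above 3 and a log2 fold change beyond 3 among the 5 cell types or beyond 2 between pairs. A gene was called exclusive to ASCs when it passed the thresholds among the 5 cell types and was higher in ASCs than in each of the other 4 (adjusted p below 0.05, log2 fold change above 1). Clustering, PCA, t-SNE and the axis from ESCs to EpiSCs used 23494 genes, the top 90% by mean of 26105 detected genes; t-SNE was run 20 times with a perplexity of 4 in scikit-learn 1.9.0 (Python 3.11.15, numpy 2.4.6, pandas 2.3.3), and figures were drawn with matplotlib 3.10.9. Distances and axis positions over 3 samples per group were compared by exact permutation.

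Genes are named by a rule fixed before the tables were opened: every gene the paper names in its RNA-seq results, in Figures 3D and 3F and in the paragraph on promoter methylation, in the comparison the paper states; the 5 genes with the largest and the 5 with the smallest log2 fold change past the thresholds and without overlap between the samples, for ASCs against ESCs and for ESC-ASCs against ASCs; the 5 genes exclusive to ASCs with the largest margin over every other cell type; and, for the closing section, the genes of Figure 1C, *Dusp2*, *Dusp7*, *Xist* and 4 Y-linked genes. Not every gene that the rule selects is given in the text.

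The scripts were tested on simulated data. With 200 genes changed by known amounts among counts drawn from the real means and library sizes, the edgeR test recovered 100% of them with a median error of 0.165 on the log2 scale, and 8.68% of the genes it called were false, above the nominal 5%. DESeq2 recovered 100% with 11.5% false. The changed genes were picked among those with ample expected counts in every sample, were changed by large amounts and had a fixed dispersion of 0.03. Full recovery was therefore likely from the start. The recovery and the error do not apply to genes with few counts in 1 group. A simulated axis position of 0.3 was recovered as 0.301 and a simulated shift of 1 of X-linked genes as 0.976. The simulated axis had much less spread between replicates than the data, where ESC samples lay 240 apart and ESCs lay 421 from EpiSCs. It therefore does not test the accuracy of the positions at the spread of the data. The false share applies before the thresholds on fold change and expression level.

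Replicates carry the numbers 1 to 3 in every group in the labels. Deviations from the group means had a mean correlation of 0.0539 between samples with the same number (45 pairs, -0.114 to 0.332) and -0.0259 between samples with different numbers (90 pairs, -0.253 to 0.233). The second mean is nearly fixed by the first, as deviations cancel out within a group, and is not a separate baseline. A separate comparison of the replicate 1 samples gave higher correlations, 0.430 to 0.517, among AFSCs, EpiLCs and ESCs. The main fit had no block, and the fit with the replicate block was an alternative. The other alternatives were DESeq2's Wald test with and without shrunken fold changes, DESeq2 size factors in edgeR, no filter on low counts, at least 10 counts in every sample, a fit of only the groups compared, no minimum of expression, no division by gene length, adjustment over the 10 comparisons together, pseudocounts of 1 and 0.01, the top 50% of genes, TMM for the distances, the exclusion of X and Y genes, 1 minus Pearson's correlation as the distance, other linkages, cell-type means for the gene clusters, the sum of the *Zscan4* genes, and each replicate left out in turn. Shared sequence between genes was measured as the share of 50-mers of a gene's longest transcript that occur in another gene of the GENCODE annotation given with GRCm38. Gene positions are those of GRCm38.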

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

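ASCs derived through AFSCs and ESC-ASCs derived from ESCs share the ABCL medium, so the change of a gene against ESCs can be compared between them. Of 33 genes that the paper names for ASCs against ESCs and that could be tested, 24 changed between ASCs and ESCs (adjusted p below 0.05 and log2 fold change beyond 1, edgeR), and for 20 of these the difference between ESC-ASCs and ASCs was itself past the same threshold, which is what flagged them. The log2 fold change of ESC-ASCs against ASCs was -6.06 for *Evx1*, -5.58 for *Hand1*, -6.49 for *Hoxa10*, -2.15 for *Id1*, -4.21 for *Id3*, -3.57 for *Msx2* and -3.43 for *Myc*. It was -3.65 for *Hoxa9*, -5.03 for *Hoxa11*, -4.65 for *Hoxa11os* and -1.68 for *Halr1*. Among 2C-like genes and the other genes exclusive to ASCs it was -3.58 for *Zscan4b*, -3.88 for *Zscan4d*, -3.55 for *Zscan4e*, -3.23 for *Pramef25*, -3.69 for *Gm7682*, -3.98 for *Gm12800*, -3.77 for *Gm13119*, -4.90 for *Gm16429* and -4.30 for *BC061212*. Adjusted p ran from 6.21e-11 to 8.65e-05. *Eomes* (-0.119), *Eras* (-0.336) and *Bmp4* (-0.358) did not differ in this test. Against ESCs, ESC-ASCs had less *Evx1* (-3.72), *Hoxa10* (-3.25) and *Myc* (-0.818). They had more *Id1* (1.17), *Halr1* (5.15), *Pramef25* (4.06), *Gm12800* (3.88), *Gm16429* (2.40) and more of the listed *Zscan4* genes (2.46 to 4.57). The other flagged genes, such as *Hand1* and *Id3*, did not pass an adjusted p of 0.05 against ESCs (edgeR).

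Depth was the first technical explanation tested. ESC-ASC samples were the deepest, and with their counts thinned to 7639145 per sample the number of genes past the thresholds between ESC-ASCs and ASCs was 921 in place of 987; after thinning the log2 fold changes were -6.27 for *Evx1*, -6.39 for *Hand1*, -5.91 for *Hoxa10*, -3.60 for *Myc*, -1.75 for *Halr1* and -3.62 for *Zscan4b*. A sequencing batch cannot be excluded, because the shallowest ESC-ASC sample held 1.80 times the counts of the deepest other sample, so that depth and group coincide (a prediction written after the totals were seen). Sex or the cell line is a further candidate explanation. Of the genes past the thresholds, 14.6% (144 genes) lay on X or Y against 3.86% of tested genes, so most were autosomal, and indirect effects of sex or line remain possible. The 9 genes listed as 2C-like or exclusive to ASCs share from 38.6% (*Gm13119*) to 100% of their 50-mers with other genes. Their single values are uncertain. Of the 6 samples, 1 of the 10 splits into 3 and 3, the real one, gave as many genes as the 209 higher and 778 lower genes, and 10 splits cannot give a share under 0.1. The pattern cannot be told apart from a batch, and the lower expression of these genes in ESC-ASCs may reflect the origin of the line, the batch or the route into ABCL.

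Y-linked genes, which the paper does not report on, were expressed in every ESC-ASC sample above the level in every sample of the other groups, which is what flagged them. *Ddx3y* had 64.3 ± 1.77 normalized counts per kb in ESC-ASCs (mean ± SD, n = 3), *Eif2s3y* 242 ± 3.27, *Kdm5d* 1.33 ± 0.0373 and *Uty* 27.0 ± 1.77, while *Ddx3y* and *Uty* had at most 1 raw count in any other sample, *Eif2s3y* at most 4 and *Kdm5d* at most 6, against 39 to 41 for *Kdm5d* in ESC-ASCs. If the cells were male, X-linked genes were predicted to be lower against autosomes in ESC-ASCs than in both ESCs and ASCs. The median log2 difference of X-linked over autosomal genes was -0.907 against ASCs but 0.0704 against ESCs, so the prediction as written was not met. It took for granted 2 active X chromosomes in the ESC samples, and X-linked genes were level between ESCs and AFSCs (0.0569), which would leave ESC-ASCs and ESCs with the same dose. Male cells mixed into a female line were tested by *Xist*, which in ESC-ASCs was 0.0503 times that in ASCs (prediction written after the value was seen), so a mixture with a line like ASCs is not what *Xist* shows. If the ESC samples had a single X, an XY line could give all 3 patterns in ESC-ASCs. These are Y-linked expression in every sample, low *Xist* and X-linked genes level with ESCs. The paper converted 2 ESC lines, and its text does not state which was sequenced. An XY line in the ESC-ASC samples remains a candidate explanation, as does an error in the identity of the samples, which was not tested. No condition in the design varies sex, so no biological explanation was tested.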

How the results depend on the processing

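The samples' groups, the designs of the tests, the rule for named genes and all alternatives below were fixed before the processed files arrived. Of 119 comparisons of single genes, 108 kept their direction and side of the threshold under all alternatives that gave a value, and 11 changed under at least 1. The position of ASCs on the axis from ESCs to EpiSCs stayed below that of EpiLCs in every setting, but its value ran from 0.213 with the top 50% of genes to 0.273 without ESC replicate 3 (main 0.237), so that it moved by more than the SD of 0.00119 between ASC replicates. All ASC samples stayed on the ESC branch with every linkage. Every alternative was run, but not every gene had a value in each. Genes with at least 10 counts in only 1 group, such as *Hand1*, *Hoxa10*, *Hoxa11* and *Hoxa11os* in ASCs, did not pass the count filter when a replicate of that group was left out, and genes near 0 in any group did not pass the filter of 10 counts in every sample.

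A filter of at least 10 counts in every sample moved all 10 gene counts by more than 1.5 times. It left 686 genes differing among the 5 cell types (main 3571) and 57 genes exclusive to ASCs (main 498). Between ASCs and ESCs it left 223 higher and 22 lower (main 908 and 193), between ASCs and EpiSCs 541 and 248 (main 1918 and 874), between ESC-ASCs and ASCs 33 and 188 (main 209 and 778), and between ESC-ASCs and ESCs 262 and 311 (main 992 and 906). This filter leaves out any gene that is silent in 1 group, and such genes have the largest fold changes. Without the minimum of expression the counts were 1697 genes higher in ASCs than ESCs, 1251 lower in ESC-ASCs than ASCs and 1633 higher in ESC-ASCs than ESCs, as genes with few counts then enter. Without division by gene length, 1446 genes were higher in ASCs than ESCs, since long genes then pass the minimum more easily. The cluster highest in ASCs had 798 genes when cell-type means were clustered (main 1227).

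In the fit with the replicate block, paired by the numbers in the labels (mean correlation of deviations 0.0539 for the same and -0.0259 for different numbers), the counts were 3565 among the 5 cell types, 494 exclusive to ASCs, 917 and 195 for ASCs against ESCs, 1914 and 887 for ASCs against EpiSCs, 213 and 775 for ESC-ASCs against ASCs, and 997 and 886 for ESC-ASCs against ESCs. *Cdh1* in ASCs against ESCs, not past the threshold in the main fit, changed by -0.495 with an adjusted p of 0.0460 in this fit (edgeR), and *Prdm14*, also not past it in the main fit (adjusted p = 0.0604), by -0.387 with an adjusted p of 0.0461. In DESeq2's Wald test the adjusted p of *Prdm14* was 0.0340. With only the groups compared in the edgeR fit, the differences of *Nanog*, *Klf4* and *Tfcp2l1* between ASCs and ESCs were no longer past the threshold (adjusted p = 0.0569, 0.116 and 0.0673).

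*Esrrb* in ASCs against ESCs changed sign. Its log2 fold change was -0.0331 in the main fit, 0.003199 without the count filter, 0.03310 with only the groups compared, and -0.174 to 0.0618 when each replicate was left out. *Pou5f1* in the same comparison ran from -0.112 to 0.310 (main 0.0645). Both changes in the main fit are small against their standard errors, 0.201 and 0.194. The largest value of *Pou5f1* without a replicate, 0.310, was above its standard error in the main fit.

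The ratio of the ASC to ESC over the ASC to EpiLC distance (main 0.9716) was 0.9235 with a pseudocount of 1, 0.9953 with 0.01, 0.9444 with the top 50% of genes and 0.8444 with 1 minus Pearson's correlation, and 0.9352 to 0.9976 with each replicate left out. That of the AFSC to EpiSC over the AFSC to EpiLC distance (main 0.8808) was 0.8935 with a pseudocount of 0.01, 0.8729 with the top 50% of genes, 0.8972 without X and Y genes and 0.7518 with 1 minus Pearson's correlation, and 0.8703 to 0.8939 with replicates left out. That of the ESC-ASC to ASC over the ESC-ASC to ESC distance (main 0.8747) was 0.8553 and 0.8879 with the 2 pseudocounts, 0.7504 with the top 50% of genes, 0.8526 without X and Y genes and 0.8248 with 1 minus Pearson's correlation, and 0.8520 to 0.9085 with replicates left out. Pearson's r of ASCs and ESCs across genes (main 0.9189) was 0.9394 with a pseudocount of 1, 0.8920 with 0.01 and 0.8861 with the top 50% of genes. No ratio crossed 1. A smaller pseudocount gives genes with few counts more weight, and these vary most between samples.

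Across 150 refits of headline results without 1 replicate, 13 moved, all of them distance ratios (the position of ASCs on the axis being judged here by its order against EpiLCs), and across 122 other refits 31 moved. For named genes and group values, 717 refits without 1 replicate gave 15 weaker, 3 stronger, 5 reversed and 12 moved values, and 761 other refits gave 4, 4, 2 and 9.

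Other splits of the samples were fitted in the same way. For ASCs against ESCs, ASCs against EpiSCs, ESC-ASCs against ASCs and ESC-ASCs against ESCs, 1 of the 10 splits of the 6 samples, the real one, reached 1101, 2792, 987 and 1898 genes, and the other splits reached 0; with 10 splits the share cannot fall under 0.1. Among 100 splits of the 15 samples into 5 groups of 3, 1, the real one, reached 3571 genes, the largest of the others being 1417, and 1 of 100 reached 498 genes exclusive to 1 group, the others 0.

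Depth limits the size of fold changes for genes that are near 0 in 1 group, such as *Hand1* in ESCs (0 to 1 counts per sample) or *Zfp42* in EpiSCs (0 counts), and it kept *Hoxa5*, *Hoxa13* and *Tdpoz4* out of the test. ESC replicate 1 was the shallowest sample, with 4961934 counts.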

Differences from the paper's values

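The paper's cluster of genes highest in ASCs holds 421 genes, the paper's value, whereas the cluster highest in ASCs had 1227 genes here when genes were clustered over samples and the tree was cut into 5. Clustering over cell-type means, the only alternative set before the files arrived for this number, gave 798 and also differs. The definition by pairwise tests, which was the main definition of genes exclusive to ASCs, gave 498 against the same 421 of the paper. It is not the paper's definition, as it asks for higher expression in ASCs and not for absence elsewhere. The nearness of 498 to 421 therefore does not show that the same genes were found. The other values that the paper gives and that were computed here were within 1.5 times or within the error of those here. They were the total of genes among the 5 cell types, the genes higher and lower in ASCs than ESCs, and Pearson's r. For the total, the number that the paper states, rounded here to about 2600, was compared with 3571.

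The paper states, with reference to its supplementary figures, that ESC-ASCs lack 2C-like gene expression. In the comparison with ESCs below, the groups also differed in Y-linked expression, so line or sex cannot be told apart from conversion. *Zscan4b*, *Zscan4d* and *Zscan4e* were lower in ESC-ASCs than in ASCs but higher than in ESCs, with log2 fold changes against ESCs of 4.38, 2.46 and 4.57 in 3 of 3 samples each (adjusted p = 5.70e-08, 7.60e-06 and 9.55e-09, edgeR), and 2.87 for the sum of the family.

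The paper states that naive pluripotency genes were detected in ASCs and ESCs alone. Low counts were also present elsewhere: *Esrrb* had 11.5 ± 3.28 normalized counts per kb in EpiLCs (43 to 101 raw counts per sample) and *Klf4* had 13.1 ± 1.57 in AFSCs (26 to 43 raw counts), mean ± SD over 3 samples.

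The paper groups *Otx2* and *Zic2* with genes enriched in AFSCs and EpiSCs. EpiLCs had more of both than AFSCs, 205 ± 10.3 against 77.9 ± 11.7 normalized counts per kb of *Otx2* and 566 ± 23.8 against 435 ± 61.1 of *Zic2*.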

Other observations

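X-linked genes were higher in ASCs than in every other group. After subtraction of the autosomal median, the median log2 fold change of X-linked genes was 1.06 against ESCs, 0.994 against EpiLCs, 0.980 against AFSCs and 0.985 against EpiSCs, and ESC-ASCs lay at -0.907 against ASCs. *Xist* had 234 ± 80.8 normalized counts per kb in AFSCs and 138 ± 5.56 in EpiSCs, against 22.5 ± 9.86 in ASCs, 6.60 ± 3.61 in ESCs, 6.36 ± 1.32 in EpiLCs and 1.13 ± 0.231 in ESC-ASCs (mean ± SD, n = 3). For AFSCs and EpiSCs, high *Xist* and the lower X-linked expression are consistent with 1 inactive X chromosome, which was the prediction made before these medians were seen; the paper describes foci of H3K27me3 in female AFSCs but not in female ASCs. EpiLCs had the same lower X-linked expression with little *Xist*, so an inactive X chromosome marked by *Xist* is not an explanation for every group.

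Against ESCs, *Xist* was low in both groups, and other explanations were tested. All 10 of 10 bins of equal size along X had a median above 0.3 (0.731 to 1.47), as predicted for a second active X chromosome in ASCs. Without genes beyond a log2 fold change of 2, the difference was still 0.807 over 382 genes, so a few strongly changed genes do not account for it. The largest median of any autosome was 0.177 in size, so no autosome shifted as X did. The autosomal median had been subtracted, so these medians could not test a normalization offset common to all genes. Y-linked expression in ESCs was 6.98e-04 times that in ESC-ASCs, so XY cells were not detected in ESCs (prediction written after the values were seen). X-linked genes were level between ESCs and AFSCs (0.0569) although *Xist* in ESCs was 0.0282 times that in AFSCs, a pattern that a single X chromosome in the ESC samples could give (also written after the values were seen). A batch of sequencing was not tested, as the labels give none. The hypothesis that remains is that ASCs may carry 2 active X chromosomes and the ESC samples 1, which was found and tested on the same data. Of the genes higher in ASCs than ESCs, 12.4% (113 of 908) lay on X against 3.79% of tested genes, and 19.9% (99 of 498) of the genes exclusive to ASCs.

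The same medians were computed for 20 chromosomes in 9 comparisons, 180 in all, and beside X the largest shifts were on chromosome 12 in EpiSCs and chromosome 11 in AFSCs, so both were picked from many. Chromosome 12 in ESCs against EpiSCs had a median of -0.658, and in ASCs against EpiSCs -0.481. In EpiSCs against ESCs, 10 of 10 bins along chromosome 12 were above 0.3, the median without strongly changed genes was 0.616 over 338 genes, and the lowest of the 3 EpiSC samples was at 0.606. A gain of chromosome 12 in the EpiSC line may explain this. A batch was not tested. Chromosome 11 had a median of -0.334 in ESCs, -0.338 in ASCs and -0.355 in EpiLCs against AFSCs. In AFSCs against ESCs, 8 of 10 bins along chromosome 11 were above 0.15, where 9 had been predicted for a gain of the whole chromosome, so that prediction was not met. The median without strongly changed genes was 0.292 over 816 genes, and the lowest AFSC sample was at 0.266. A gain in part of the cells or of part of the chromosome could give such values and was not tested further.

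In ASCs, AFSCs, EpiLCs and ESCs, replicate 1 differed from replicates 2 and 3 more than those did from each other, with a chi-square per degree of freedom of 21.5 to 100 for pairs with replicate 1 against 1.65 to 11.9 for all other pairs of replicates; these 4 groups were chosen because replicate 1 deviated in them. Mitochondrial counts made up 14.4% of AFSC replicate 1 and 8.08% of ESC replicate 1, and at most 4.59% of the other samples. If 1 batch were shared, deviations of the replicate 1 samples should correlate above 0.2 in all 6 pairs of groups (written after the deviations were seen). The smallest was -0.0930, between ASCs and EpiLCs, while AFSCs, EpiLCs and ESCs correlated at 0.430 to 0.517. These values exceed 0.332, the largest given above for the 45 pairs with the same number, so the deviations were not computed alike. The mean of 0.0539 over the 45 pairs therefore does not exclude an effect shared by the replicate 1 samples of AFSCs, EpiLCs and ESCs. Spearman's rho of the deviation with exonic length, across genes, was closest to 0 at 0.0436 in AFSCs and had both signs among the groups (-0.288 to 0.323), and that with GC content was closest to 0 at -0.137 in ESCs and negative in all 4 (-0.388 at the lowest). Neither reached the predicted size of 0.2 in all 4 groups. A batch shared by AFSCs, EpiLCs and ESCs alone is a possible explanation that these tests do not settle, and no biological explanation was tested.

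Genes with at least 50% of their 50-mers in another gene made up 25.4% of the genes exclusive to ASCs (125 of 492 with a transcript) and 8.69% of the other genes that differed among the 5 cell types (266 of 3061), a ratio of 2.92. As fragments that map to several copies were counted at each, reads shared between paralogs may raise the number of exclusive genes, since 1 expressed copy could give counts to several. Exons of *Hoxa11* and *Hoxa11os* overlap on chromosome 6 from 52245011 to 52245810. This is 35.0% of the exons of *Hoxa11* and 27.8% of those of *Hoxa11os*. Part of the difference of 1 gene between ASCs and ESCs may therefore come from fragments of the other. Fragments outside the overlap were not counted separately, so the size of this part is not known.

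By the rule for named genes, the largest increases in ESC-ASCs against ASCs were those of *Eif2s3y*, *Ddx3y*, *Uba1y*, *Zfy1* and *Uty*, all Y-linked, with log2 fold changes of 13.1, 11.5, 10.3, 8.93 and 8.32. The largest decreases were those of *Magea8* (-9.79), *Rhox4g* (-9.49), *Gm10269* (-9.31), *Pet2* (-9.23) and *Magea2* (-9.11). All 10 had no overlap between the 3 samples of each group.

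The paper's discussion proposes that c-Myc might activate *Dusp2* and *Dusp7*, and leaves the relevance of this pathway in ASCs to further work. In ASCs against ESCs, *Dusp2* had a log2 fold change of 1.82 (standard error 0.421, adjusted p = 0.00154) and *Dusp7* of -0.836 (standard error 0.164, adjusted p = 3.58e-04), from edgeR. *Dusp2* had 2 to 6 counts per ESC sample and 14 to 16 per ASC sample.

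Figure 1C reports genes of AFSCs by RT-qPCR, in experiments other than the RNA-seq. In the RNA-seq counts, *Gata6* had 2.39 ± 0.895 normalized counts per kb in AFSCs, 26.5 ± 3.09 in EpiSCs and 1.54 ± 0.887 in ESCs (mean ± SD, n = 3 here and below). *Sox17* had 1.51 ± 0.576, 34.6 ± 2.76 and 0.403 ± 0.509 in the same order, *Gata4* 0.407 ± 0.361, 1.53 ± 1.04 and 5.03 ± 0.885, and *Prdm1* (*Blimp1*) 2.13 ± 0.799, 6.18 ± 1.43 and 17.2 ± 0.967. *Lefty1* had 3998 ± 701 in AFSCs and 159 ± 43.8 in ESCs. Raw counts in AFSC samples were 5 to 8 for *Gata6*, 0 to 2 for *Gata4* and 4 to 7 for *Sox17*.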
